# *Ramulus Mori* (Sangzhi) Alkaloids Alleviate High-Fat Diet-Induced Obesity and Nonalcoholic Fatty Liver Disease in Mice

**DOI:** 10.3390/antiox11050905

**Published:** 2022-05-05

**Authors:** Yan-Min Chen, Chun-Fang Lian, Qian-Wen Sun, Ting-Ting Wang, Yuan-Yuan Liu, Jun Ye, Li-Li Gao, Yan-Fang Yang, Shuai-Nan Liu, Zhu-Fang Shen, Yu-Ling Liu

**Keywords:** NAFLD, obesity, *Ramulus Mori* (Sangzhi) alkaloids, steatosis, oxidative stress, adiponectin

## Abstract

Nonalcoholic fatty liver disease (NAFLD), obesity, and type 2 diabetes mellitus (T2DM) have highly related mechanisms. *Ramulus Mori* (Sangzhi) alkaloids (SZ-A) from *Morus alba* L. were approved in 2020 for the treatment of T2DM. In this study, we examined the therapeutic effects and mechanism of SZ-A on obesity and NAFLD in mice. Mice (C57BL/6J) fed a high-fat diet (HFD) for 14 weeks were treated with SZ-A for another 6 weeks. HFD-induced weight gain was reduced by SZ-A in a dose-dependent manner. SZ-A treatment significantly stimulated adiponectin expression and secretion in adipose tissue and 3T3-L1 adipocytes. Additionally, SZ-A markedly reduced hepatic steatosis (triglyceride, total cholesterol) and expression of pro-inflammatory and pro-fibrotic genes. SZ-A regulated lipid metabolism and oxidative stress (malondialdehyde (MDA), superoxide dismutase (SOD), glutathione peroxidase (GPx), and glutathione (GSH)) in the liver. Palmitic acid-induced insulin resistance and lipid accumulation in HepG2 cells were also repressed by SZ-A. Collectively, SZ-A protected mice from HFD-induced NAFLD through an indirect effect of improved systemic metabolism reducing bodyweight, and a direct effect by enhancing the lipid metabolism of HepG2 cells. The weight-loss effect of SZ-A in mice was partly due to improved fatty oxidation instead of influencing food consumption.

## 1. Introduction

Non-alcoholic fatty liver disease (NAFLD) has emerged as the most common cause of chronic liver disease worldwide, affecting approximately 25% of the population [1]. The prevalence of NAFLD has increased with the growing obesity epidemic. NAFLD is considered a hepatic manifestation of metabolic syndrome, ranging from steatosis and non-alcoholic steatohepatitis (NASH) to fibrosis and cirrhosis [2]. Obesity and obesity-related metabolic diseases such as NAFLD, type 2 diabetes mellitus (T2DM), and cardiometabolic diseases share common pathophysiological mechanisms, including a disturbed gut microbiome, insulin resistance, and chronic inflammation [3,4]. Obesity results when unbalanced energy intake and expenditure causes excessive energy to be stored in adipose tissue as triglycerides. When storage capacity is overwhelmed, lipotoxic metabolic stress promotes chronic inflammation and insulin resistance. Inappropriate ectopic lipid accumulation in the liver, caused by insulin resistance, induces metabolic stress, mitochondrial dysfunction, and endoplasmic reticulum (ER) stress, which leads to cell death and metabolic inflammation [5]. Hepatic fibrosis is thought to result from prolonged inflammation and hepatic stellate cell (HSC) activation [6,7].

Disturbed lipid homeostasis and metabolic stress-induced damage are the key pathogenetic features of NAFLD [8,9]. AMP-activated protein kinase (AMPK), the guardian of metabolism, phosphorylates targets involved in lipid metabolism, protein metabolism, glucose metabolism, and mitochondrial homeostasis. Acetyl-CoA carboxylase (ACC) phosphorylation by activated AMPK regulates fatty acid synthesis and lipid β-oxidation. Peroxisome proliferator-activated receptor-γ co-activator 1α (PGC1α) is another downstream effector that regulates mitochondrial biogenesis [10]. When the balance between lipid production and breakdown is disturbed, free fatty acids (FFA) accumulated in the liver may be used as substrates for the production of lipotoxic species, which induce ER stress, mitochondrial dysfunction, oxidative stress, cell damage, and cytokine release. Mitochondria are a major cellular source of reactive oxygen species (ROS) [11]. Superoxide dismutase (SOD), glutathione peroxidase (GPx), and glutathione (GSH) are vital scavengers of ROS that relieve oxidative stress [12]. Excessive ROS induced by high fat diet (HFD) is harmful to hepatocytes, Kupffer cells, and hepatic stellate cells, which promotes the progression of NAFLD to NASH [13].

To date, no pharmacological therapies have been approved for NAFLD treatment. Given the complexity of NAFLD pathophysiology, agents targeting different molecular processes of hepatic metabolism, oxidative stress-induced cell death, inflammation, and fibrosis have been investigated in preclinical models and clinical trials [14].These agents act through direct effect in the liver and indirect effect by improving systemic metabolic indexes. A number of anti-diabetic agents, such as thiazolidinedione insulin sensitizers, glucagon-like peptide 1 (GLP1) receptor agonists, and sodium-glucose cotransporter-2 (SGLT-2) inhibitors, are studied in NAFLD clinical trials by increasing insulin sensitivity, reducing bodyweight, and improving systemic metabolism [4,15,16]. In addition, combination therapies with different targets represent a new approach to treat NAFLD because the therapeutic effects of monotherapy drugs with a single target are limited [17]. 

*Ramulus Mori* (Sangzhi) alkaloid (SZ-A) tablets, extracted from *Morus alba* L. (mulberry twig), were approved by the China National Medical Products Administration in 2020 for T2DM treatment in China (approval number Z20200002). The main components of SZ-A powder (SZ-A tablet materials) are alkaloids (50% or more by weight), including 1-deoxynojirimycin (DNJ), 1,4-dideoxy-1,4-imino-D-arabinitol (DAB), and fagomine (FA). Though the prophylactic effects of DNJ have been reported to protect against high fat diet-induced liver steatosis through the regulation of the gut microbiota [18] and mitochondrial biogenesis [19], the application of DNJ is restricted, as industrial scale production of DNJ is difficult [20]. Enzymatic studies and molecular docking revealed that SZ-A inhibits α-glucosidases, especially disaccharidases [21]. Chronic treatment with SZ-A protects mice from HFD-induced insulin resistance and modulates gut microbiota and gut barrier integrity in type 2 diabetic KKAy mice [22]. In addition, the anti-inflammatory effects of SZ-A were also reported to result from blocking the activation of the p38 MAPK, ERK, and JNK signaling pathways in macrophages [23]. SZ-A exhibited hypoglycemic effects in the treatment of T2DM with fewer gastrointestinal side effects in a multicenter, randomized, double-blind clinical trial [24]. Tissue distribution analysis showed that the major alkaloids of SZ-A are well absorbed after oral administration and rapidly distributed to the liver and kidneys, in addition to the gastrointestinal tract [25], which revealed that SZ-A may have a direct effect on these tissues. 

In the present study, we investigated whether SZ-A mitigates obesity and NAFLD in HFD-fed mice by directly acting on the liver and adipose tissues. The direct effects and mechanisms of action of SZ-A and its major components on hepatocytes and adipocytes were studied in vitro. Our results demonstrate the potential of SZ-A as a natural anti-diabetic agent for the treatment of obesity and NAFLD in mice.

## 2. Materials and Methods

### 2.1. Chemical and Reagents

*Ramulus Mori* (Sangzhi) alkaloids (SZ-A) powder (lot number: J202107010, the total polyhydroxy alkaloids content in SZ-A powder is 60.62%, which includes 40.75% DNJ, 8.99% FA, and 8.59% DAB, as shown in Supplementary Figure S1) was kindly provided by Beijing Wehand-Bio Pharmaceutical Co., Ltd. (Beijing, China). 1-Deoxynojirimycin (DNJ, purity > 98.5%) was kindly provided by Institute of Materia Medica, Chinese Academy of Medical Sciences and Peking Union Medical College. Fagomine (FA, purity > 98.0%) was obtained from MedChemExpress (Shanghai, China). 1,4-dideoxy-1,4-imino-D-arabinitol (DAB, purity > 98.0%), dexamethasone (DEX), 3-isobutyl-1-methylxanthine (IBMX) and insulin were purchased from Sigma-Aldrich (St Louis, MO, USA). Palmitic acid (PA) was purchased from Beijing Solarbio Science & Technology Co., Ltd. (Beijing, China). β-actin, AMPK, p-AMPK, ACC, p-ACC, peroxisome proliferator activated receptor γ (PPARγ), uncoupling protein 2 (UCP2), and adiponectin primary antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA, cat nos.: 4970, 2532, 2535, 3676, 11818, 9475, 2435, 89326, and 2789, respectively). Peroxisome proliferator-activated receptor-α (PPARα) and peroxisome proliferator-activated receptor-γ co-activator 1α (PGC1α) primary antibodies were obtained from Abcam (Cambridge, MA, USA, cat nos.: ab126285 and ab54481, respectively).

### 2.2. Experimental Animals and Treatment

All animal care and experimental procedures were approved by Beijing Laboratory Animal Research Center (ethical code: 2020001). Six-week-old male C57BL/6J mice were housed at 24 °C with a 12 h light/dark cycle. After 1 week of acclimatization to the environment, the mice were randomly divided into eight groups: a normal control group (NC; *n* = 10), an HFD control group by intragastrical administration of saline (HFD i.g.; *n* = 10), the SZ-A treatment groups by intragastrical administration (SZ-A 100; *n* = 10, SZ-A 200; *n* = 10, SZ-A 300; *n* = 10, SZ-A 400; *n* = 10), an HFD control group by peritoneal injection (HFD i.p. *n* = 10), and an SZ-A treatment group by peritoneal injection (SZ-A 200; *n* = 10). The mice in the NC group were given a standard diet, and the mice in other groups were fed with HFD (Research Diet, Cat No: D12492) for 14 weeks. Then the mice were given saline i.p., saline i.g., SZ-A 100 mg/kg/d i.g., SZ-A 300 mg/kg/d i.g., SZ-A 400 mg/kg/d i.g., and SZ-A 200 mg/kg/d i.p. for 6 weeks, respectively. Mice in the HFD and treatment groups were fed with HFD during the treatment. Bodyweights were measured weekly during the experimental period. Food intake was measured per cage. At the end of these experiments, mice were fasted overnight before being euthanized. Blood samples were collected and then kept at room temperature for half an hour before centrifugation at 3000 rpm for 15 min to obtain the serum samples. Tissues including liver, abdominal adipose tissue, perirenal fat, and subcutaneous fat were carefully collected, kept in liquid nitrogen, and then stored at −80 °C until analysis. Total body fat was measured using a Pharma Scan 70/16 US small animal MRI (Bruker, Ettlingen, Germany). 

### 2.3. Serum Biochemical Parameters

Serum total cholesterol (CHO), low-density lipoprotein cholesterol (LDL-C), C-reactive protein (CRP), high-density lipoprotein cholesterol (HDL-C), aspartate aminotransferase (AST), and alanine aminotransferase (ALT) levels were measured using automatic biochemistry analyzer (TOSHIBA TBA-40FR, Tokyo, Japan) with appropriate commercial assay kits from Biosino Biotechnology and Science Inc. (Beijing, China). Serum leptin level was determined using a mouse leptin ELISA kit (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s instruction. 

### 2.4. Hepatic Lipid and Antioxidant Measurement

The frozen liver tissues were homogenized in cold PBS (pH 7.4). The suspension was centrifuged at 3000× *g* for 5 min at 4 °C, and the supernatant was collected for the assay. Hepatic total cholesterol (TC) and triglyceride (TG) were determined by COD-PAP and GPO-PAP with the commercial kits (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). To measure the hepatic lipid peroxidation, the liver malondialdehyde (MDA) concentrations were monitored using a thiobarbituric acid reactive substances (TBARS) assay kit (Applygen Technologies Inc., Beijing, China), and calculated using a standard curve. The reduced glutathione (GSH) content was determined using a thiol-specific reagent, dithionitrobenzoic acid, according to the manufacturer’s protocol (Nanjing Jiancheng Bioengineering Institute, Nanjing, China), and the adduct was measured at 420 nm. Glutathione peroxidase (GPx) activity was determined using a glutathione peroxidase assay kit (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). In brief, the activity of GPx was measured using the assay kit based on the principle that oxidation of glutathione and H_2_O_2_ could be catalyzed by GPx to produce oxidized glutathione (GSSG) and H_2_O. According to the xanthine oxidase method, the activity of superoxide dismutase (SOD) was determined by superoxide dismutase activity colorimetric assay kit using water-soluble tetrazolium salt (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). The concentration of proteins was estimated using a bicinchoninic acid (BCA) assay kit (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.5. Histological Analysis

Fresh liver tissue, inguinal adipose tissue (iWAT), epididymal adipose tissue (eWAT), and brown adipose tissue (BAT) were fixed in 10% paraformaldehyde solution, embedded in paraffin wax, and cut at 5 μm for hematoxylin–eosin (H&E) staining. Liver sections of each animal with volumes of approximately 1 cm^3^ were excised and placed in a tissue container, which was then filled with Tissue-Tek OCT compound gel (Sakura Finetek, CA, USA) and frozen in liquid nitrogen. The frozen samples were cut into 7 μm slices and stained with Oil Red O solution (Baso diagnostics Inc, Zhuhai, China) for evaluation of fat accumulation. After removing the staining solution with 70% ethanol and distilled water, the sections were counterstained by hematoxylin for 2 min, washed in tap water for another 5 min, and mounted with glycerin. Images of stained liver sections were obtained with an Olympus microscope–camera system. In order to observe the ultrastructure of liver, a small part of liver tissue was fixed in glutaraldehyde solution (2.5%) for 4 h at 4 °C and post-fixed in 1% osmic acid with 0.1 M phosphate buffer for 1 h at 4 °C. After dehydration, infiltration, and embedding, liver tissue samples were cut and stained with uranyl acetate. Images were taken under a transmission electron microscope (TEM; Hitachi H7650, Tokyo, Japan) at 80 kV. 

### 2.6. Cell Culture and Differentiation

Human hepatocellular carcinoma cell line (HepG2 cells) and 3T3-L1 cell line were obtained from the Cell Resource Center, Peking Union Medical College (which is the headquarter of National Infrastructure of Cell Line Resource, NSTI). The HepG2 cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin, and maintained in 100 mm dishes in the presence of 5% CO_2_ at 37 °C.

The PA-induced medium was prepared with serum-free DMEM using the methods described by Arwa et al. [26]. A 100 mmol/L stock solution of PA was prepared in ethanol and then conjugated to 1% fatty acid free-bovine serum albumin (BSA). The cells were treated with different concentrations of SZ-A by adding appropriate amounts of the PA/BSA conjugate to the cultured cells in DMEM media.

3T3-L1 pre-adipocytes were grown to confluence in DMEM containing 10% calf serum and 1% penicillin–streptomycin for 4 days. Then the cells were induced to differentiate with DMEM containing 10% (*v*/*v*) fetal bovine serum, 1 μmol/L DEX, 10 μg/mL insulin, and 0.5 mmol/L IBMX every 2 days for an additional 4 days. Cells were incubated with fresh DMEM containing 10% fetal bovine serum and 10 mg/mL insulin for another 2 days. Finally, the media were replaced with DMEM containing only 10% FBS and 1% penicillin–streptomycin for 2 days, after which the cells were used.

### 2.7. Cellular Lipid Analysis

HepG2 cells were plated in 6-well plates at 4 × 10^5^ cells per well for 24 h. SZ-A (12.5, 25, and 50 µg/mL), DNJ (40 µg/mL), FA (10 µg/mL), DAB (10 µg/mL), and 0.125 mmol/L PA were added in the culture medium at the same time for 24 h. The cells were washed with PBS and lysed in lysis buffer (1% Triton X-100 and 1% PMSF in PBS) for 4 h at 4 °C. The TG level of the cells was measured by GPO-PAP (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). The protein concentrations were measured using BCA, and results were expressed as a fold change of intracellular TG level compared to the non-treated control.

### 2.8. Glucose Consumption and Glycogen Concentration Measurement

Glucose consumption and cellular glycogen concentration in HepG2 cells was assessed according to the previous report with a few modifications [27]. In short, cells cultured in six-well plates were treated with PA in the presence of SZ-A (12.5–50 µg/mL). After the treated HepG2 cells were incubated for 24 h, glucose content in the culture medium was measured by glucose oxidase using a glucose assay kit (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). For the measurement of cellular glycogen, each group of cells was counted. The glycogen content of HepG2 cells was detected by anthrone−sulfuric acid using a glycogen assay kit (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). Briefly, HepG2 cells were digested and centrifuged at 1000 rpm for 10 min, and the precipitates were transferred to glass tubes with 0.2 mL of alkaline liquor. Samples were incubated in boiling water for 10 min and diluted with distilled water. Thereafter, 1 mL of a colored-substrate solution and samples were incubated in boiling water for 5 min, according to the instructions. The absorbance values were measured at 620 nm by a microplate photometer (MultiSkan FC, Thermo Fisher Scientific, Rockville, MD, USA).

### 2.9. Supernent Adiponectin Measurement

The 3T3-L1 cells were seeded into 6-well plates at 2 × 10^4^ cells/mL and induced as described in cell culture and differentiation protocol. The differentiated 3T3-L1 preadipocytes were treated with different concentrations of SZ-A (100, 200 μg/mL), DNJ (40, 80 μg/mL), FA (10, 20 μg/mL), and DAB (10, 20 μg/mL) during differentiation. On the last day of the differentiation process, the media were collected, and concentrations of adiponectin were measured by ELISA (Elabscience, Wuhan, China).

### 2.10. Total RNA Preparation and Real-Time PCR Analysis

Total RNA was isolated from liver tissues using TRIzol^®^ (Invitrogen, Carlsbad, CA, USA). RNA was quantified by a Nano-300 Micro-Spectrophotometer (AllSheng, Hangzhou, China), and 1 µg RNA was reverse transcribed into cDNA using a reverse transcription system (Promega, Madison, WI, USA) according to the manufacturer’s protocol. The PCR amplification protocol consisted of 30 s at 95 °C, 10 s at 95 °C, and 30 s at 60 °C for 40 cycles. The purity of the PCR products was determined by melting curve analysis. The relative amount of each gene was calculated using 2^−ΔΔCT^. The level of transcripts was normalized, using β-actin as an internal standard. The primers used are provided in Table S1.

### 2.11. Western Blot

HepG2 cells, liver tissue, and iWAT were lysed in ice-cold lysis buffer containing protease inhibitor cocktail (Roche, Basel, Switzerland) and 1 mmol/L phenylmethanesulfonyl fluoride (PMSF) for 30 min, and were subjected to centrifugation at 10,000× *g* for 30 min at 4 °C. The protein concentration was detected by BCA assay. Equal amounts of protein samples were separated by 10% SDS-PAGE and transferred to polyvinylidene difluoride membranes. The membranes were blocked with blocking buffer (10% blocker milk in PBS) for 1 h and incubated with first antibodies including β-actin (1:1000), p-AMPK (1:1000), AMPK (1:1000), PPARα (1:1000), PPARγ (1:1000), PGC1α (1:1000), adiponectin (1:1000), and UCP2 (1:1000) overnight at 4 °C, then washed three times with Tris-buffered saline with Tween 20 (TBST) and incubated with the secondary antibody conjugated to anti-mouse (1:5000) or anti-rabbit (1:5000) HRP-conjugated secondary antibodies for 1 h. Bands were detected using enhanced chemiluminescence (ECL) and visualized by Tanon-4600SF chemiluminescence imager (Tanon Science & Technology Co., Ltd., Shanghai, China). 

### 2.12. RNA Sequencing and Data Analysis

RNA extraction and RNA-seq analysis were carried out by Novogene (Beijing, China). Briefly, total RNA from liver tissues was isolated using TRIzol reagent according to the manufacturer’s instructions, and RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer2100 system (Agilent Technologies, Santa Clara, CA, USA). The mRNA was purified using poly-T oligo-attached magnetic beads. After fragmentation, libraries were constructed using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ according to the manufacturer’s instructions. Library quality was checked using the Agilent Bioanalyzer 2100 system. After cluster generation, the library was sequenced using an Illumina Novaseq platform, and 150 bp paired-end reads were generated. RNA sequencing data have been submitted to the Gene Expression Omnibus (GEO) under accession number (GSE199105). 

High quality reads were aligned to the Ensemble mouse (mm10/GRCm38) reference genomes with HISAT2 (version 2.0.5) software. Differential expression analysis was performed using the DESeq2 R package (1.20.0). The resulting p-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Transcripts with a Padj <0.05 and a fold change >1.2 were assigned as differential expression genes (DEGs). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of DEGs were implemented by Novogene (Beijing, China).

### 2.13. Software and Statistical Analysis

Image J software (NIH, Bethesda, MD, USA) was used to quantify the relative expression of proteins and adipocyte area. Graphs were produced using Prism 8 software (GraphPad Software Inc., San Diego, CA, USA). Numeric results are expressed as the mean ± SEM. Two experimental groups were analyzed using unpaired two-tailed Student’s *t*-test. Multiple groups were compared using one-way or two-way analysis of variance (ANOVA) followed by the Tukey’s test depending on the experiments. Differences where *p* < 0.05 were considered statistically significant. 

## 3. Results

### 3.1. SZ-A Protects Mice from Hfd-Induced Obesity

To examine the therapeutic effects of SZ-A on obesity and NAFLD, 6-week-old C57 mice were fed an HFD for 14 weeks and administered SZ-A (i.g.) for an additional 6 weeks with continuous HFD feeding (Figure 1A). After feeding the HFD, the bodyweight of the HFD group was significantly increased compared to that of the normal chow diet-fed control group. SZ-A protected the mice from HFD-induced obesity in a dose-dependent manner, with SZ-A (400 mg/kg) showing the most significant effect (Figure 1B). Next, we measured the total body fat mass using magnetic resonance imaging (MRI). Remarkably, administration of 400 mg/kg SZ-A reduced total fat mass (Figure 1C). However, food consumption was not altered by SZ-A treatment compared to the HFD control group (Figure 1D). The increased fasting blood glucose levels in the HFD-fed mice were significantly reduced by SZ-A (Figure 1E). In addition, treatment with SZ-A markedly reduced total cholesterol (CHO) and low-density lipoprotein cholesterol (LDL-C) levels in HFD-fed mice (Figure 1F,G). Compared with the NC group, HFD mice developed leptin resistance, which led to a compensatory increase in serum leptin levels. SZ-A-treated mice showed reduced serum leptin levels, which reflected increased leptin sensitivity (Figure 1H). These results show that SZ-A protects mice from obesity and hyperlipidemia. 

### 3.2. SZ-A Stimulates Adiponectin Expression in Adipocytes

Next, we examined the direct effect of SZ-A on adipose tissue and adipocytes. Fewer immune cells infiltrated the eWAT of the SZ-A-treated mice (Figure 2A). BAT from SZ-A-treated mice was redder in color and showed less lipid accumulation than BAT from HFD control mice (Figure 2A). Adipocyte size analysis in iWAT revealed that the area of the enlarged adipocytes in HFD-fed mice was considerably reduced in SZ-A-treated mice, while the adipocyte area in eWAT was not altered by SZ-A (Figure 2B). PPARα is a nuclear transcription factor regulating lipid metabolism. Western blot showed that PPARα expression in iWAT was increased by SZ-A treatment (Figure 2C). Adiponectin is an important adipokine, secreted mainly by adipocytes, that exerts anti-inflammatory and insulin-sensitizing effects by binding to its receptors. The expression of adiponectin in iWAT was increased by SZ-A treatment (Figure 2D). Treatment of differentiating 3T3-L1 cells with SZ-A, DNJ, or DAB resulted in increased secretion of adiponectin into the culture medium (Figure 2E). These results indicate that SZ-A might exert its protective effects on obesity in mice by enhancing fatty acid oxidation. The weight loss effect of SZ-A improves systemic metabolism in mice.

### 3.3. SZ-A Alleviates Hepatic Steatosis and Injury in Mice

NAFLD is characterized by lipid overload, oxidative stress-induced cellular damage, inflammation, and fibrosis. Liver weight and serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), and C-reactive protein (CRP) levels were significantly elevated in mice administered an HFD diet. Here, we found that the serum levels of ALT, AST, and CRP were lower in SZ-A-treated mice than in control HFD mice (Figure 3A–C). Liver weight and hepatic triglyceride and total cholesterol levels were significantly reduced by SZ-A (Figure 3D–F). To determine the protective effects of SZ-A on fatty liver, liver sections were examined using hematoxylin and eosin (H&E) and Oil Red O staining. Histological results revealed that liver tissues were damaged by severe steatohepatitis, microvesicular fatty changes, and hypertrophy induced by HFD. SZ-A administration markedly blocked histopathological changes and reduced the number of hepatic lipid droplets (Figure 3G). 

Next, we examined the effects of SZ-A on inflammation and fibrosis. Macrophage markers (F4/80 and CD68) and pro-inflammatory cytokines (tumor necrosis factor alpha (TNFα) and monocyte chemoattractant protein-1 (MCP1)) were significantly upregulated in the livers of HFD-fed mice. However, mRNA expression levels of macrophage markers and cytokines were attenuated in the SZ-A group (Figure 3H). Lectin, galactoside-,binding, soluble 1 (Lgals1) and lectin, galactoside-binding, soluble, 3 (Lgals3), two members of the galectin family that reflect liver damage, were repressed by SZ-A (Figure 3I). Fibrosis-related genes collagen type I alpha 1 chain (Col1a1), collagen type I alpha 2 chain (Col1a2), collagen type III alpha 1 chain (Col3a1), and collagen type VI alpha 3 chain (Col6a3) were upregulated in the liver of the HFD group, and treatment with SZ-A significantly modulated the expression of these genes towards normal levels (Figure 3I). Markers of NASH-like tissue inhibitors of metalloproteinase-1 (Timp1), vimentin (Vim), matrix metallopeptidase 2 (Mmp2), and matrix metallopeptidase 9 (Mmp9) were significantly reduced by SZ-A (Figure 3I). These results suggest that supplementation with SZ-A at a dose of 400 mg/kg/day restored impaired liver function and suppressed inflammation and fibrosis in mice suffering from HFD-induced oxidative toxicity.

### 3.4. Intraperitoneal Administration of SZ-A Protects against Obesity and NAFLD

To test whether SZ-A exhibited therapeutic effects outside the intestinal tract, HFD-fed mice were administered SZ-A (200 mg/kg) daily via intraperitoneal injection for 6 weeks. Bodyweight was significantly reduced by SZ-A at 200 mg/kg (Figure 4A), which was more effective in bodyweight control than intragastric administration. Serum ALT, AST, and TC levels were lower in SZ-A-treated mice than in HFD mice (Figure 4B–D). In addition, liver weight and hepatic TG levels were significantly decreased by intraperitoneal administration of SZ-A (Figure 4E,F). RT-PCR also showed that intraperitoneal administration of SZ-A decreased the mRNA levels of genes related to inflammation (MCP1 and TNFα) and fibrosis (Lgals1, Lgals3, Col1a1, Col3a1, and Timp1) (Figure 4G). These results show that the protective effects of SZ-A against HFD-induced obesity and NAFLD were independent of the inhibition of α-glucosidase.

### 3.5. Functional Analysis of Differentially Expressed Genes and Pathways in the Liver Tissues of NC, HFD Control, and SZ-A Groups

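Liver RNA of 18 mice was sequenced as paired-end reads of poly-A-selected RNA on an Illumina NovaSeq. The mice were 6 normal controls (NC) on a standard diet, 6 HFD controls and 6 HFD mice given SZ-A, the alkaloids of Ramulus Mori, the twig of mulberry. The paper gives 6 weeks of SZ-A treatment and the description deposited with the samples gives 8. The paper's text does not name the dose or the route of SZ-A for the sequenced mice. The mouse NC6 carries a high-fat diet among its deposited labels, but its title and the paper's group size place it in NC, where it was kept. The authors aligned the reads to GRCm38 with HISAT2 and deposited fragments per kilobase of gene, scaled to library size (FPKM), with no filter on low values. FPKM are normalized values, not counts. Multiplied by gene length they gave whole numbers of fragments for 100% of the values, and the depth was worked back from these. Fragments on genes ranged from 17366205 to 20493907 in NC mice (median 18179294), from 17163191 to 20295316 in HFD mice (median 18534710) and from 17191725 to 18956824 in SZ-A mice (median 17958608). The library size in the denominator of the FPKM was the total of each mouse times a factor between 0.9325 and 1.1414, so the deposited values already hold a scaling between samples beyond library size. No pair of mice within a group differed by as little as sampling noise (lowest chi-square per degree of freedom 20.3). For each comparison, log2(FPKM + 0.1) was fitted with limma (lmFit and eBayes with an intensity trend), with only the mice of the 2 groups compared in each fit. The 10216 genes with a mean FPKM of at least 1 over the 18 mice were tested, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a fold change over 1.2, the thresholds the paper names. All fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM.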

To determine the transcriptional changes induced by SZ-A, we performed RNA-seq on the liver tissues of NC, HFD control, and SZ-A-treated HFD mice (*n* = 6 per group). A total of 436 genes were differentially expressed (Padj < 0.05, fold change > 1.2; Figure 5A) between the HFD control and SZ-A group, of which 174 genes were upregulated and 262 were downregulated. 

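In the limma fit of the 6 SZ-A against the 6 HFD mice, 15 of the 10216 genes were called, 8 higher and 7 lower with SZ-A. At an unadjusted p under 0.05 there were 1515 genes. The genes that rose were Avpr1a, Igfbp2, Srd5a1, Pcyt2, Apom, Pnpla7, Psmd9 and Gm45044, and those that fell were Lgals1, Arsb, Rcan2, Plekho2, Mogat1, Cd36 and Cd68. Of these, Psmd9 and Gm45044 were outside the rule for naming genes and were chosen after their values were seen. Avpr1a (ENSMUSG00000020123, chromosome 10, 122448499 to 122453452 of GRCm38) rose from 4.11 ± 1.05 FPKM in HFD mice to 11.1 ± 2.39 with SZ-A (SD, n = 6 each), a log2 fold change of 1.43 (standard error 0.18, adjusted p = 0.0103). Igfbp2 (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474) rose from 244 ± 38.1 to 624 ± 151 FPKM, a log2 fold change of 1.33 (standard error 0.16, adjusted p = 0.0103). Both were above the HFD mean in 6 of 6 SZ-A mice, and their NC means were 12.7 and 802 FPKM. Lgals1 (ENSMUSG00000068220, chromosome 15, 78926725 to 78930465) fell from 68.2 ± 13.1 to 20.8 ± 11.2 FPKM, a log2 fold change of -1.84 (standard error 0.28, adjusted p = 0.0298), against 9.90 ± 5.13 in NC. Mogat1 fell from 5.57 ± 2.06 to 1.60 ± 0.658 FPKM (log2 fold change -1.77, adjusted p = 0.0341) and Pcyt2 rose from 47.4 ± 3.87 to 65.2 ± 4.37 FPKM (log2 fold change 0.46, adjusted p = 0.0298). Among the alternatives that kept the adjusted threshold, limma's sample weights moved the number of genes most, to 233, of which 108 were higher and 125 lower. With no filter on low values, where more genes are tested, it was 0. It was also 0 with the replicate number as a block, though equal numbers did not pair the mice (correlations from -0.07 to 0.29). The split into higher and lower genes moved with the scaling. FPKM rescaled to a common sum per mouse gave 195 genes, 11 higher and 184 lower, and voom with plain library totals, chosen after the data had been seen, gave 68, 12 higher and 56 lower. The number also moved with single mice. It was 2 without HFD4 or without SZ-A6, 3 without HFD2 or without SZ-A4, 4 without HFD1 or without SZ-A3 and 6 without SZ-A1. It was 31 without SZ-A5, 45 without HFD5 and 49 without SZ-A2. No lower gene was called without HFD1, HFD2, HFD4, SZ-A4 or SZ-A6, and 1 was without SZ-A1 or without SZ-A3. The fold changes of the genes detailed above kept their direction. Over 25 alternatives the log2 fold change ranged from -2.06 to -1.66 for Lgals1, 1.25 to 1.52 for Avpr1a and 1.16 to 1.43 for Igfbp2. In simulated data with 6 mice per group, 57.6% of 66 genes with a fold change of 1.5 were called. It was 89.4% of 66 with a fold change of 2 and 98.4% of 64 with a fold change of 4. That simulation gave every group the spread of the HFD mice and drew each gene by itself. Genes with a fold change over 2 can therefore be missed more often in the real mice.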

To identify the main biological pathways affected by SZ-A, we performed bioinformatic analysis. Gene ontology (GO) enrichment analysis showed that pathways involved in lipid transport and metabolism (cellular response to lipoprotein particle stimulus, lipid transport, lipid biosynthetic process, regulation of lipid localization), oxidative (superoxide metabolic process), inflammation (chemotaxis, cell activation involved in immune response, MyD88-dependent toll-like receptor signaling pathway), and fibrosis (extracellular structure organization, extracellular matrix organization) were significantly affected by SZ-A (Figure 5B). 

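Lists of genes for 12 processes were written by hand, since the GO and KEGG term lists were not used here. The paper names these processes, among them those it found enriched in these same mice, so the lists are not independent evidence. The lists were tested with limma's camera at its preset correlation of 0.01 between genes. Adjusted over the 12 lists, 10 passed an adjusted p of 0.05 between SZ-A and HFD. Under fry, a rotation test of each list by itself, 4 did (extracellular matrix, chemotaxis, macrophage and Toll-like receptor, and ribosomal proteins, each with adjusted p = 0.0288), and with the correlation estimated from the data 0 did. The extracellular matrix list had a median log2 fold change of -0.58 over 24 tested genes (adjusted p = 8.91e-15 by camera). Of the 24, 22 fell, 14 passed when adjusted over the list alone and 0 over all genes tested, where 15 had an unadjusted p under 0.05. Chemotaxis genes had a median of -0.38 over 21 genes (adjusted p = 1.36e-06), of which 17 fell and 6 passed when adjusted over the list alone, with Ccl2, Lgals3 and Cxcl9 changing most. For macrophage and Toll-like receptor genes the median was -0.25 over 25 genes (adjusted p = 1.35e-11). Without SZ-A5 this median was -0.43, and without HFD2 it was -0.20. In this list 24 genes fell, 8 passed when adjusted over the list alone and 1, Cd68, over all genes. The largest changes in it were those of Tlr2, Lyz2 and Il1b. Superoxide genes had a median of -0.27 over 12 genes (adjusted p = 0.0144), 6 of which passed when adjusted over the list alone. Their median turned to 0.03 among genes with a mean FPKM of at least 5. Antioxidant enzymes had a median of -0.08 over 24 genes (adjusted p = 0.0468), with 2 past the threshold when adjusted over the list alone. This list no longer passed under 13 of the alternatives, among them the fits without HFD1, HFD2, HFD3, HFD4, SZ-A1, SZ-A2 or SZ-A4. Lipid transport genes went both ways, 24 up and 16 down, with a median of 0.11 over 40 genes (adjusted p = 0.287). Camera tests for a shift of a list up or down, so a list that moves both ways can fail it. The paper's enrichment was of differentially expressed genes, whether they rose or fell. Of the 40 genes, 15 had an unadjusted p under 0.05, against 1515 of the 10216 genes tested. In that list 11 genes passed when adjusted over the list alone and 2 over all genes, and rescaling FPKM to a common sum per mouse turned the median to -0.06. That rescaling moved the median of all genes by itself to -0.16.

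**Figure D1:**
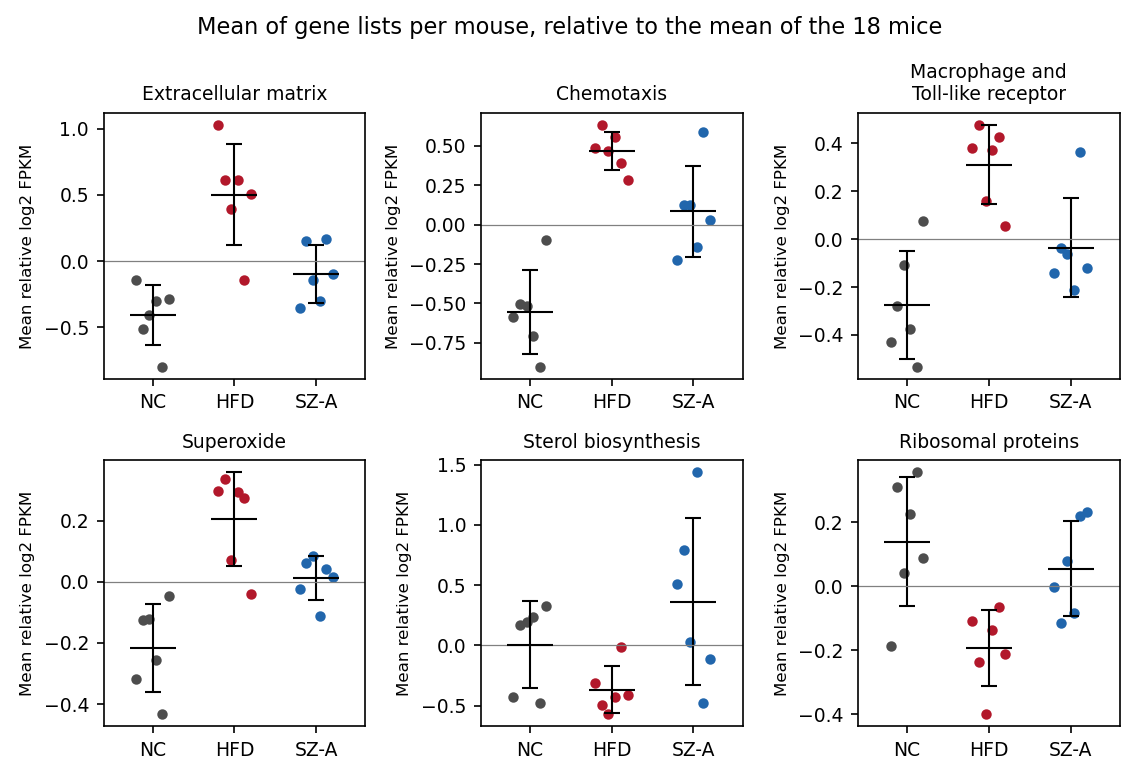
Mean log2 FPKM of the genes of 6 lists in each mouse, relative to the mean of the 18 mice (vertical axes, log2), for the NC, HFD and SZ-A groups. Points are mice and bars are the mean and SD of 6 mice. For the extracellular matrix list, all 6 SZ-A mice lay below the HFD mean and the HFD mice ranged from -0.14 to 1.03. The sterol biosynthesis scores of the SZ-A mice ranged from -0.47 to 1.44.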

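Among the 12 lists, the ribosomal protein genes had the smallest p-value by camera between SZ-A and HFD (adjusted p = 1.50e-23). Their median log2 fold change was 0.24 over 79 tested genes, of which 77 were higher with SZ-A. With FPKM rescaled to a common sum per mouse this median was 0.06. When adjusted over the list alone 52 of the 79 passed, and 0 did over all genes tested, where 53 had an unadjusted p under 0.05. Rps27, Rps27a and Rpl22l1 changed most, and Rps27 went from 51.4 ± 16.9 FPKM in HFD mice to 103 ± 46.8 with SZ-A (SD, n = 6 each), against 122 ± 43.0 in NC. Ribosomal protein genes have many pseudogene copies, so the authors' counting could have split their reads. Complement and coagulation genes had a median of 0.17 over 41 genes (adjusted p = 5.24e-05), 31 of them higher with SZ-A. Of the 41, 8 passed when adjusted over the list alone and 0 over all genes, with 16 at an unadjusted p under 0.05. C8b, F11 and C6 changed most. F11 rose from 12.5 ± 2.07 to 21.3 ± 4.12 FPKM (log2 fold change 0.75, standard error 0.14, adjusted p = 0.0583 by limma) and was above the HFD mean in 6 of 6 SZ-A mice. The median of the complement list turned to -0.01 when FPKM were rescaled to a common sum per mouse. Sterol biosynthesis genes rose in 19 of 19, with a median of 0.63 (adjusted p = 6.13e-08), and 10 passed when adjusted over the list alone. Without SZ-A4 this median was 0.41, and without SZ-A5 it was 0.76. No gene of this list was called over all genes, where 12 had an unadjusted p under 0.05. Idi1, Sqle and Cyp51 changed most, and the spread between SZ-A mice was wide, with 13.7 ± 8.95 FPKM of Cyp51 against 5.15 ± 2.79 in HFD mice.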

The top 20 pathways enriched from the DEGs in the livers from the HFD control and SZ-A group according to KEGG analysis are shown in Figure 5C. Lipid metabolism pathways including PPAR signaling pathway, cholesterol metabolism, and fatty acid metabolism were enriched. 

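Fatty acid synthesis genes had a median log2 fold change of 0.20 between SZ-A and HFD over 23 genes (adjusted p = 0.0430 by camera over the 12 lists), and 16 of them rose. Of the 23, 2 passed when adjusted over the list alone and 0 over all genes tested, where 8 had an unadjusted p under 0.05. Elovl2 rose from 87.5 ± 11.8 FPKM in HFD mice to 166 ± 46.1 with SZ-A (SD, n = 6 each; adjusted p = 0.0557 by limma), Fasn went from 8.41 ± 2.42 to 14.3 ± 5.27 and Scd1 from 435 ± 317 to 402 ± 505. The list no longer passed among genes with a mean FPKM of at least 5, where its median was 0.20. Fatty acid oxidation genes had a median of 0.10 over 28 genes, with an adjusted p of 0.0430. In this list 20 genes rose, 0 passed when adjusted over the list alone and 3 had an unadjusted p under 0.05. Rescaling FPKM to a common sum per mouse turned the median to -0.08. The oxidation list did not pass without HFD1, HFD3, HFD5, HFD6, SZ-A1, SZ-A3, SZ-A4 or SZ-A6, and the synthesis list did not without HFD3, HFD4, HFD5, HFD6, SZ-A2 or SZ-A4. Etfb, Eci2 and Cpt1a changed most among the oxidation genes. Targets of PPAR had a median of -0.01 over 39 genes, 19 of which rose (adjusted p = 0.0964). Of these, 5 passed when adjusted over the list alone and 2, Cd36 and Mogat1, over all genes, while 12 had an unadjusted p under 0.05. Camera tests for a shift of a list up or down, and these targets moved both ways. The direction of this median changed under 8 of the alternatives, and it was 0.0534 without HFD4. This list passed without HFD5, HFD6 or SZ-A6, with -0.0706 without SZ-A6. Cidea, the target that changed most, fell from 19.1 ± 19.0 FPKM in HFD mice to 2.70 ± 5.54 with SZ-A, with a spread between mice close to or above its mean in both groups.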

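For the 40 genes that the study selected from these mice and displayed mouse by mouse, 20 as higher and 20 as lower with SZ-A, the log2 fold change had the displayed direction in all 40. Called over all genes tested were 8 of the 40, namely Avpr1a, Igfbp2, Apom, Pnpla7 and Srd5a1 among the higher genes and Lgals1, Rcan2 and Cd36 among the lower ones. All 40 passed when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Srd5a1 rose from 12.2 ± 0.949 to 24.1 ± 4.63 FPKM (SD, n = 6 each), a log2 fold change of 0.96 (standard error 0.12, adjusted p = 0.0124 by limma). Apom rose from 103 ± 11.9 to 174 ± 27.7 FPKM, a log2 fold change of 0.74 (standard error 0.12, adjusted p = 0.0341), and Rcan2 fell from 4.14 ± 1.17 to 1.83 ± 0.462 FPKM, a log2 fold change of -1.12 (standard error 0.18, adjusted p = 0.0368). The adjusted p of Apom ranged from 0.00204 to 0.123 over 25 alternatives and that of Rcan2 from 0.00897 to 0.126 over 24. Cfd had the largest fall, from 52.4 ± 43.6 to 7.54 ± 11.7 FPKM (log2 fold change -3.57, standard error 0.77, adjusted p = 0.0877). Between HFD and NC, 30 of the 40 passed the adjusted threshold over all genes. Gsta1 and Gstm3 belong to a family of similar genes, so fragments could have been split among its members. The number called was 0 with no filter on low values, 17 with FPKM rescaled to a common sum per mouse and 31 with sample weights. Without single mice it was 2 (HFD4 or SZ-A6), 3 (HFD1, HFD2, SZ-A3 or SZ-A4), 4 (SZ-A1), 5 (HFD6) and 15 (SZ-A2).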

The top 20 upregulated and downregulated genes are showed in Figure 5D. 

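Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801 of GRCm38) encodes a fatty acid transporter. Its FPKM was 24.6 ± 9.95 in NC, 96.5 ± 16.4 in HFD and 43.4 ± 17.7 in SZ-A mice (SD, n = 6 each). Between SZ-A and HFD its log2 fold change was -1.21 (standard error 0.20, adjusted p = 0.0382 by limma over 10216 genes), and it was below the HFD mean in 6 of 6 SZ-A mice. SZ-A2, at 78.1 FPKM, lay apart from the other SZ-A mice. Of Cd36, Cxcl9, Ifi27l2a, Col1a1, Col3a1 and Col1a2, Cd36 was the only gene called. Over 25 alternatives its log2 fold change ranged from -1.40 to -1.14. Its adjusted p ranged from 0.00107 to 0.126, and it was called in 14 of the 25. The others included the fits without HFD1, HFD2, HFD4, HFD6, SZ-A1, SZ-A3, SZ-A4 or SZ-A6. The chemokine gene Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) went from 3.31 ± 0.900 FPKM in HFD mice to 1.75 ± 0.497 with SZ-A, a log2 fold change of -0.88 (standard error 0.19, adjusted p = 0.0880). The NC mice had 2.04 ± 1.71 FPKM of Cxcl9. Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680), which has a close copy in the genome that could share its fragments, went from 15.3 ± 3.99 to 9.19 ± 2.29 FPKM, a log2 fold change of -0.72 (standard error 0.20, adjusted p = 0.141). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) went from 5.52 ± 2.81 to 1.52 ± 0.934 FPKM, a log2 fold change of -1.79 (standard error 0.44, adjusted p = 0.100). Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) went from 8.96 ± 3.72 to 3.01 ± 1.21 FPKM, a log2 fold change of -1.49 (standard error 0.34, adjusted p = 0.0961). Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) went from 3.20 ± 1.51 to 1.18 ± 0.485 FPKM, a log2 fold change of -1.30 (standard error 0.35, adjusted p = 0.124). These 5 genes were also below the HFD mean in 6 of 6 SZ-A mice, and all 6 had an unadjusted p under 0.05. With sample weights all 5 were called, without HFD5 the 3 collagen genes were, and Cxcl9 was without SZ-A2. The 3 collagens and Ifi27l2a were higher in HFD than in NC (log2 fold changes 2.53, 2.69, 1.91 and 1.40 for Col1a1, Col3a1, Col1a2 and Ifi27l2a, with adjusted p = 0.000665, 0.000487, 0.00116 and 0.00223), whereas Cxcl9 was not called there (log2 fold change 1.00, adjusted p = 0.115).

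**Figure D2:**
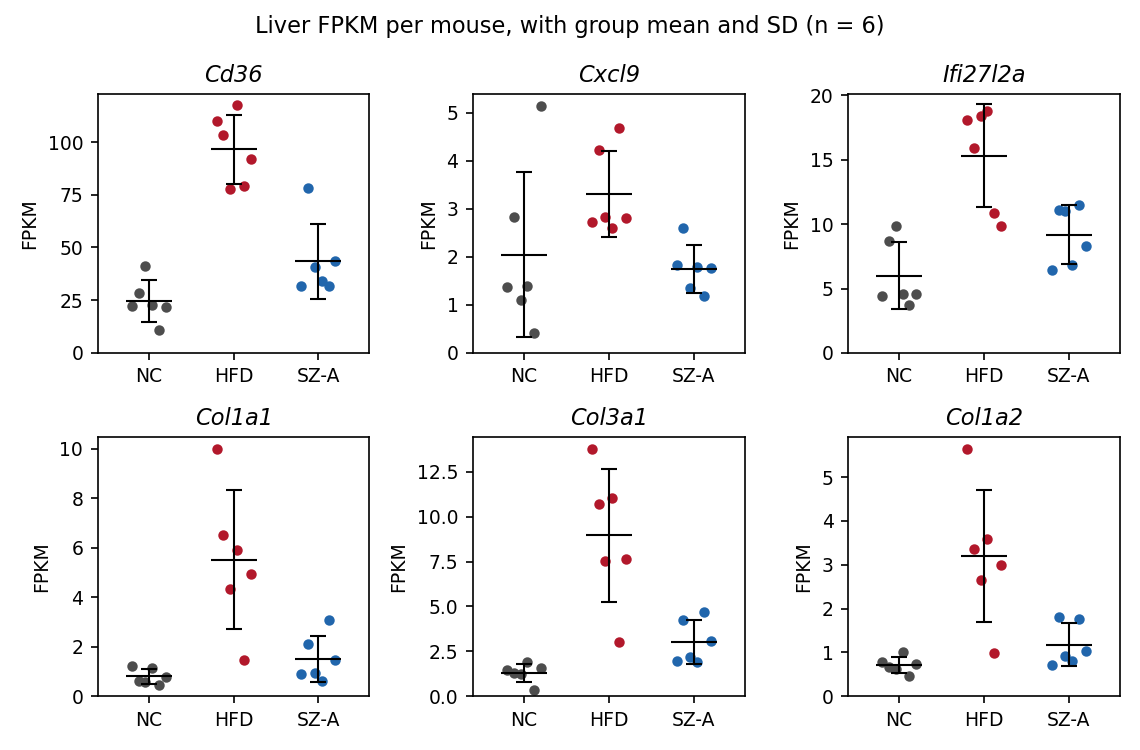
FPKM in the liver of each mouse (vertical axes, linear) for Cd36, Cxcl9, Ifi27l2a, Col1a1, Col3a1 and Col1a2 in the NC, HFD and SZ-A groups. Points are mice and bars are the mean and SD of 6 mice. For Cd36 the SZ-A mean was 43.4 FPKM against 96.5 in HFD mice.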

SZ-A treatment significantly decreased mRNA levels of lipid uptake genes (CD36), proinflammatory genes (C-X-C motif chemokine ligand 9 (Cxcl9) and interferon alpha-inducible protein 27-like protein 2A (Ifi27l2a)), and fibrosis genes (Col1a1, Col3a1, and Col1a2) in the liver (Figure 5D). These results revealed that genes and pathways of lipid metabolism and metabolic stress-induced liver injury in mice were regulated by SZ-A.

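Of the 2062 genes called between HFD and NC, 84.8% had a log2 fold change of the opposite sign between SZ-A and HFD. Both comparisons share the HFD mice, which favours opposite signs with no effect of SZ-A. In 100 simulated data sets in which the SZ-A group was another HFD group, the share had a median of 63.2%, lay between 46.6% and 78.3% apart from the most extreme data sets at either end, and 0 of the 100 reached the observed one. Regrouping the real mice gave higher shares. Of 100 splits of the 12 SZ-A and HFD mice, 2 gave a share as large, the real one included, and the other splits had a median of 70.7% and reached 85.4%. With 3 HFD mice set against NC and the other 3 against SZ-A, over the 20 ways of halving the group, the median share was 76.1% (64.2% to 82.9%), where simulation gave 49.0% (32.2% to 73.1%). All 15 genes called between SZ-A and HFD were also called between HFD and NC, in the opposite direction. Between SZ-A and NC 981 genes were called, 542 higher and 439 lower with SZ-A. From the genes it found changed between HFD control and SZ-A mice, the enrichment of lipid, inflammation, oxidative and fibrosis terms among them (Figure 5B,C) and the lower levels of lipid uptake, proinflammatory and fibrosis genes (Figure 5D), the paper concludes that SZ-A regulates genes and pathways of lipid metabolism and of liver injury under metabolic stress.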

### 3.6. SZ-A Protects Mice from Oxidative Stress Induced by HFD

Oxidative stress stimulated by lipid overload is harmful to cells. MDA is a biomarker of lipid peroxidation. Cellular MDA levels reflect the degree of oxidative stress. We found that hepatic MDA in SZ-A-treated mice was lower than that of the HFD control group (Figure 6A). To evaluate the superoxide metabolic process, the functions of liver antioxidants in HFD-fed mice were measured. In the HFD group, the levels of SOD, GSH, and GPx were significantly downregulated compared with those in the control group (Figure 6B–D). SZ-A treatment restored the antioxidant capacity of the liver to normal levels. The homeostasis of energy metabolism is mainly regulated by mitochondria. Overload of free fatty acid into mitochondria leads to increased ROS production and alteration of mitochondrial functions. Transmission electron microscopy (TEM) analysis of liver sections showed that HFD induced a significant decrease in mitochondrial cristae density and mitochondria swelling. The mitochondrial double membrane structure and cristae damage induced by the HFD diet was ameliorated by SZ-A (Figure 6E). These results showed that SZ-A protected mice form oxidative damage induced by lipid overload.

### 3.7. SZ-A Regulates Fatty Acid Metabolism and Oxidative Stress in the Liver

To further verify the mechanisms of action of SZ-A in hepatic steatosis, the expression of genes involved in lipid production and consumption was evaluated. Quantitative PCR assays showed that the hepatic mRNA levels of genes related to fatty acid uptake and synthesis (CD36 and peroxisome proliferator-activated receptor γ (PPARγ) were significantly diminished after SZ-A treatment. Moreover, the mRNA levels of lipid β-oxidation genes (proliferator-activated receptor-α (PPARα) and PGC1α) were increased in SZ-A-treated mice (Figure 7A). SZ-A intervention also had a positive effect on liver adiponectin receptor expression. In particular, the mRNA levels of adiponectin receptor 1 (AdipoR1) and adiponectin receptor 2 (AdipoR2) were significantly higher in the SZ-A group than in the HFD group, which may mediate adiponectin/AMPK signaling (Figure 7B). Proteins involved in lipid metabolism were also evaluated (Figure 7C,D). The protein levels of the lipogenic gene PPARγ were highly upregulated by HFD, and SZ-A (400 mg/kg) significantly downregulated its expression. AMPK activation reduces NAFLD by regulating de novo lipogenesis, fatty acid oxidation, and promoting mitochondrial function. We found that SZ-A regulated lipid metabolism by increasing the protein levels of p-AMPK and p-ACC. Lipid β-oxidation proteins such as PGC1α and PPARα were markedly higher in the livers of the SZ-A group than those in the HFD group. Besides, SZ-A repressed uncoupling protein 2 (UCP2) expression in protein levels. Our results demonstrate that SZ-A treatment resulted in the activation of AMPK and upregulation of PPARα and PGC1α expression to improve β-oxidation of fatty acids.

### 3.8. SZ-A Regulates Lipid Accumulation and AMPK Signaling in HepG2 Cells Treated with Palmitic Acid

To investigate the direct effects of SZ-A on hepatocytes, HepG2 cells stimulated with PA were used as models of insulin resistance and lipid accumulation. PA-stimulated HepG2 cells developed insulin resistance. Compared to the PA group, SZ-A significantly increased glycogen content and glucose consumption in HepG2 cells (Figure 8A,B). We also assessed the inhibitory effects of SZ-A on PA-induced intracellular lipid accumulation in HepG2 cells. As shown in Figure 8C, SZ-A treatment resulted in a dose-dependent reduction in intracellular TG content. The main alkaloids in SZ-A are DNJ, FA, and DAB. The concentrations of the three ingredients were determined according to their proportions in SZ-A. In PA-stimulated HepG2 cells, both DNJ and DAB significantly decreased the intracellular lipid content, whereas the intracellular lipid content of the FA-treated group was inconspicuous (Figure 8D). SZ-A and DNJ markedly increased AMPK and ACC phosphorylation in PA-induced HepG2 cells. In addition, DAB markedly increased the phosphorylation of ACC, but FA had no obvious effect on the ratio of ACC phosphorylation (Figure 8E). These results indicate that SZ-A improved lipid metabolism by activating AMPK and inactivating ACC, which was mainly attributed to DNJ and DAB.

### 3.9. Graphic Illustration of the Mechanism Underlying SZ-A-Mediated Improvement of HFD-Induced Obesity and NAFLD

Mice develop obesity and NAFLD when fed with HFD. Excessive lipids accumulate in the adipose tissue, which leads to obesity. Ectopic lipid accumulation in the liver induces oxidative stress and liver injury. Chronic inflammation and fibrosis occur because of metabolic stress. SZ-A is a group of alkaloids that undergo rapid distribution in liver and adipose tissues after administration. The weight-loss effect of SZ-A was partly mediated by activation of PPARα. Reduced fat mass is beneficial for systemic improvement of metabolism. SZ-A stimulates adiponectin expression and secretion, which mediates the crosstalk between liver and adipose tissue. AMPK is activated in the liver and HepG2 cells by direct and indirect effects of SZ-A. The phosphorylation of ACC by p-AMPK inhibits the function of ACC to inhibit lipogenesis and enhance lipid β-oxidation. PPARα and PGC1α are also increased in the liver. In conclusion, SZ-A protects mice from NAFLD through direct effect on hepatocytes and indirect effect mediated by weight loss. AMPK and PPAR signaling are involved in the protective effects of SZ-A (Figure 9).

## 4. Discussion

NAFLD, obesity, and T2DM are common manifestations of metabolic syndrome that shares the same mechanisms, such as hyperlipidemia, insulin resistance, hyperglycemia, and inflammation. Increased hepatic gluconeogenesis promotes insulin resistance and T2DM, further aggravating NAFLD. Excessive fat leads to hypertrophy of adipocyte cells, necrosis, inflammation of adipose tissue, and increased FFA in the liver, which are risk factors for NAFLD [28]. SZ-A, the extract of *Morus alba* L., has been shown to reduce hyperglycemia in patients [24] and was approved for T2DM treatment in 2020, including the regulation of α-glucosidases, insulin sensitivity, microbiota, and inflammation. However, the therapeutic effects of SZ-A on HFD-induced liver injury have not yet been studied.

In the present study, we used mice induced by HFD for 14 weeks as a model, followed by administration of SZ-A for another 6 weeks to study the therapeutic effect of SZ-A. We found that SZ-A ameliorated HFD-induced obesity and inhibited the increase in serum total cholesterol levels. Liver FFAs are derived from adipose tissue lipolysis, de novo lipogenesis, and diet. The fates of FFAs are β-oxidation and triglycerides formation. Excessive FFAs in the liver induce lipotoxicity when their supply and disposal are disturbed [14]. We found that SZ-A inhibited CD36 and PPARγ mRNA expression and promoted PPARα mRNA expression, suggesting that SZ-A may decrease hepatic lipid accumulation and steatosis by inhibiting de novo lipogenesis and fatty acid uptake, while promoting β-oxidation. Excessive fatty acids are toxic to hepatocytes by inducing inflammation and, ultimately, fibrosis. In our study, mRNA expression of inflammatory markers such as TNFα, MCP1, F4/80, and CD68 was restrained by SZ-A. Additionally, genes associated with collagen production, such as Col1a1, Col3a1, and Timp1, were downregulated by SZ-A. These results show that SZ-A has therapeutic effects on NAFLD in mice by inhibiting hepatic steatosis, inflammation, and fibrosis. 

To further investigate the target tissues that mediate the protective effect of SZ-A on obesity and NAFLD, SZ-A was intraperitoneally administered to HFD-induced mice for 6 weeks. We found that the bodyweight of mice treated with SZ-A was significantly lower than that of mice in the control group. Serum ALT and AST levels, hepatic steatosis, inflammation, and fibrosis were also reduced. These results imply that SZ-A may exert a protective effect on organs other than the intestinal tract. It has been reported that the major distribution tissues of DNJ, FA, and DAB are the gastrointestinal tract, liver, and kidney, which provide a rational basis for the direct effect in these tissues [25].

Here, we focused on the direct effects of SZ-A and its major constituents, DNJ, FA, and DAB, on hepatocytes and adipocytes. PA induces lipid accumulation and insulin resistance in hepatocytes. In vitro studies revealed that SZ-A alleviated PA-induced lipid accumulation in HepG2 cells, indicating a direct effect of SZ-A on hepatocytes. It is mainly DNJ and DAB that play a role in activating the p-AMPK/p-ACC pathway and lowering liver triglycerides and cholesterol. SZ-A and its different constituents were added during the differentiation of 3T3-L1 adipocytes. We found that SZ-A promoted adiponectin secretion in 3T3-L1 adipocytes. DNJ and DAB are major constituents that stimulate adiponectin secretion. In terms of its anti-inflammatory effects, it has been reported that DNJ and FA are effective in inhibiting supernatant IL-6, whereas DAB is more effective in suppressing TNFα [23]. These results suggest that the different components of SZ-A may exert different synergistic effects. 

Obesity is an important pathogenic factor for NAFLD and T2DM. Agents with mechanisms of insulin sensitization and bodyweight loss have been studied for NAFLD treatment. It is reported that treatment resulting in a 5% weight loss decreases hepatic fat content [29]. The effect of GLP1 receptor agonists on NASH endpoint are thought to be associated with weight loss and systemic improvements in metabolism [4]. In our study, the bodyweight of SZ-A-treated mice was significantly decreased compared with the HFD control group. The decreased bodyweight contributes partly to reduced fatty liver. However, food consumption was not affected. To elucidate the mechanism of reduced fat mass, we found that PPARα, a nuclear receptor important for lipid metabolism, is increased by SZ-A treatment. SZ-A promotes fatty acid oxidation in adipose tissue of mice.

Adipose tissue plays an important role in systemic nutrient and energy homeostasis. Intercellular and interorgan communication is mediated by adipokines secreted by adipocytes. Adiponectin has been shown to inhibit inflammation, suppress oxidative stress, and accelerate fatty acid oxidation by binding to adiponectin receptors [30]. The synthesis of bioactive adiponectin is difficult, whereas agents that stimulate the secretion of adiponectin are promising [31]. In this study, we measured the effects of SZ-A and its major components on adiponectin expression both in vivo and in vitro. SZ-A promoted adiponectin secretion in 3T3-L1 adipocytes via its components DNJ and DAB. The protein levels of adiponectin also increased in the adipose tissue of SZ-A-treated mice. Increased adiponectin in circulation binds to adiponectin receptors on hepatocytes and exerts protective effects on lipid metabolism and inflammation. In the liver, adiponectin binds with AdipoR1 to activate AMPK pathways and AdipoR2 to activate PPARα pathways [32]. The anti-lipotoxic effects of adiponectin/AdipoR may also be mediated by enhanced activity of PPARα and PGC1α [33].

Lipid overload and oxidative stress-induced cellular damage are important factors in NAFLD pathogenesis. Hepatic lipid accumulation is the result of a disequilibrium between lipid production and consumption. AMPK is a master regulator of cellular energy homeostasis [34]. Phosphorylation of ACC by p-AMPK inhibits lipogenesis and enhances β-oxidation [35]. In this study, we found that SZ-A administration increased p-AMPK (Thr172) and p-ACC levels in SZ-A-treated HFD mice and HepG2 cells, which resulted in decreased lipogenesis and increased fatty acid oxidation. Activation of AMPK regulates PGC1α activation, and activation of Ca^2+^/calmodulin-dependent protein kinase regulates PGC1α expression [36]. PGC1α is a coactivator of many transcription factors, including mitochondrial transcription factor A (TFAM) and nuclear respiratory factors (nuclear respiratory factor 1 (NRF1) and nuclear respiratory factor 2 (NRF2)) to regulate mitochondrial biogenesis, gluconeogenesis, and fatty acid β-oxidation [37]. We found that SZ-A upregulated the expression of PGC1α at mRNA and protein levels. UCP2 is a member of the anion carrier superfamily in the mitochondrial inner membrane. It has been reported that obesity-induced UCP2 expression in hepatocytes promotes hepatic ATP depletion and causes acute liver injury [38]. We found that SZ-A decreased liver UCP2 expression at the protein level to protect the mice from liver injury. These results are in accordance with the morphological changes of mitochondria.

Oxidative stress reflects the imbalance between ROS production and scavenging [39]. ROS causes oxidative modifications to cellular macromolecules, leading to damage to macromolecules and liver injury. MDA is a lipid oxidation product of ROS. Hepatic lipid overload affects different ROS generators, including the mitochondria, endoplasmic reticulum, and NADPH oxidase. Enzymatic antioxidants such as SOD, glutathione peroxidase (GPx), catalase, and nonenzymatic antioxidants like glutathione (GSH) help to maintain a steady level of ROS [40]. The regulation of the antioxidant system has emerged as an interesting target for NAFLD treatment [41]. We found that HFD feeding led to reduced SOD, GPx, and GSH levels in the liver of NAFLD mice, which are major antioxidant biomarkers [42]. These effects were significantly restored by SZ-A treatment, suggesting that SZ-A may enhance ROS scavenging ability. These results demonstrate that SZ-A increased antioxidants to remove HFD-induced toxic oxidative stress in mice.

Our study has some limitations. The protective effect of SZ-A on NAFLD cannot be separated from its weight-loss effect in this study. More studies are needed to compare the effect of SZ-A to food restriction resulting in the same weight loss on HFD-induced NAFLD. The mechanism of bodyweight loss is not clear, though we found that oxidation of fatty acid was influenced by SZ-A administration in mice. Mouse models such as methionine-choline deficient (MCD) diet-induced NASH should also be tested for effects of SZ-A in mice. We have tested the effect of SZ-A on HepG2 cells in vitro. However, the effect of SZ-A on hepatic stellate cells requires further investigation. Besides, the direct target and mechanism of individual components of SZ-A remains unknown, though the effects of SZ-A on adipocyte adiponectin expression and hepatocyte triglyceride metabolism were reported. 

## 5. Conclusions

In this study, HFD-induced obesity, hepatic steatosis, oxidative stress, inflammation, and fibrosis in mice were ameliorated by SZ-A administration. We speculate that SZ-A may act through multiple pathways. PPARα contributes partly to reduced bodyweight. SZ-A attenuates NAFLD by both weight loss and direct effects on HepG2 hepatocytes. AMPK and PPAR signaling pathways play important roles in the protective effects of SZ-A. In summary, the present study in mice revealed that SZ-A is a promising agent for the treatment of complex diseases, such as obesity and NAFLD.

## Figures and Tables

**Figure 1:**
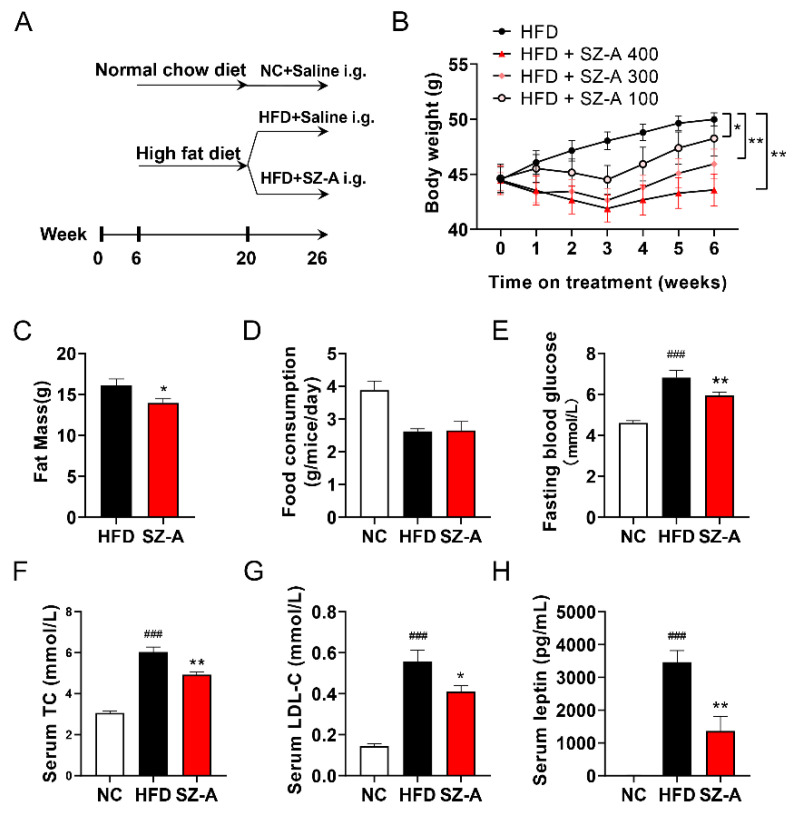
Effect of SZ-A on HFD-induced obesity. (**A**) Schematic diagram of the experimental procedure used to examine the protective effects of SZ-A on mice fed with HFD. HFD-fed mice were intragastrical administered (i.g.) saline or SZ-A (100, 300, and 400 mg/kg) once daily. (**B**) Bodyweight of mice treated with SZ-A (100, 300, and 400 mg/kg). (**C**) Total fat mass, (**D**) food consumption and (**E**) fasting blood glucose of mice. Effects of SZ-A (400 mg/kg) on serum levels of CHO (**F**), LDL-C (**G**), and leptin (**H**). Values are expressed as mean ± SEM (*n* = 10/group). ### *p* < 0.001 compared with the NC group (i.g.), and * *p* < 0.05, ** *p* < 0.01 compared with the HFD control group. NC, normal control; HFD; HFD, high-fat diet; SZ-A, *Ramulus Mori* (Sangzhi) alkaloids; TC, total cholesterol; LDL-C, low-density lipoprotein cholesterol.

**Figure 2:**
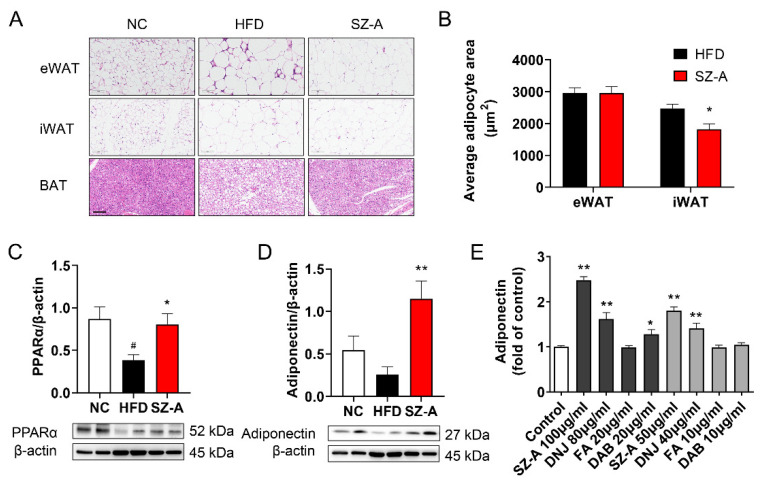
Effect of SZ-A on adipose tissues and adipocytes. (**A**) Representative H&E staining of dissected tissues. Scale bar, 100 μm. (**B**) Quantification of eWAT and iWAT adipocyte area. (**C**,**D**) Protein expressions of PPARα and adiponectin in iWAT (*n* = 4~6/group). Data are represented as mean ± SEM. # *p* < 0.05 compared with the NC mice (i.g.), and * *p* < 0.05, ** *p* < 0.01 compared with the HFD mice (i.g.). The protein amount of adiponectin (**E**) in the cell supernatant was determined by ELISA (*n* = 3). * *p* < 0.05, ** *p* < 0.01 compared with the corresponding control group. iWAT, inguinal adipose tissue; eWAT, epididymal adipose tissue; BAT, brown adipose tissue; NC, normal control; HFD; HFD, high-fat diet; SZ-A, *Ramulus Mori* (Sangzhi) alkaloids; PPARα, proliferator-activated receptor-α.

**Figure 3:**
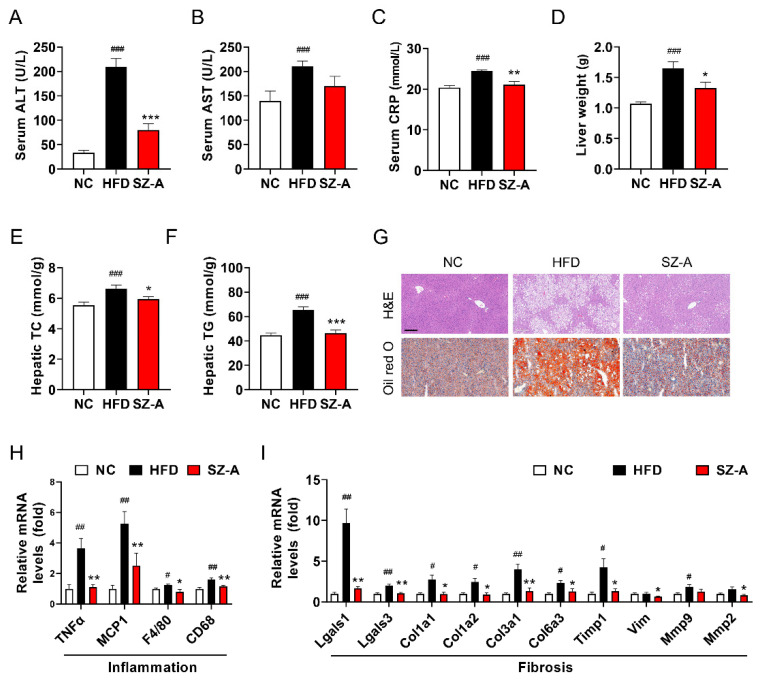
SZ-A alleviates hepatic steatosis and injury in mice fed with HFD. Effects of SZ-A on serum ALT (**A**), AST (**B**), and C-reaction protein (**C**) (*n* = 10/group). (**D**–**F**) Liver weight, hepatic triglyceride (TG), and total cholesterol (TC) in the three groups of mice (*n* = 10/group). (**G**) Histology of the livers stained with hematoxylin–eosin (H&E) and Oil Red O (scale bar, 200 μm). Relative mRNA expression levels of pro-inflammatory cytokines (**H**) and fibrosis (**I**) in livers (*n* = 6/group). Data are represented as mean ± SEM (*n* = 10/group). # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001 compared with the NC group (i.g.), and * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.01 compared with the HFD group (i.g.). NC, normal control; HFD, high-fat diet; SZ-A, *Ramulus Mori* (Sangzhi) alkaloids; ALT, alanine aminotransferase; AST, aspartate aminotransferase; CRP, C-reactive protein; H&E, hematoxylin and eosin staining; TNFα, tumor necrosis factor alpha; MCP1, monocyte chemoattractant protein-1; Lgalsl1, lectin, galactoside-binding, soluble, 1; Lgalsl3, lectin, galactoside-binding, soluble, 3; Col1a1, collagen type I alpha 1 chain, Col1a2, collagen type I alpha 2 chain, Col3a1, collagen type III alpha 1 chain; Col6a3, collagen type VI alpha 3 chain; Timp1, tissue inhibitors of metalloproteinase-1, Vim, vimentin; Mmp2, matrix metallopeptidase 2; Mmp9, matrix metallopeptidase 9.

**Figure 4:**
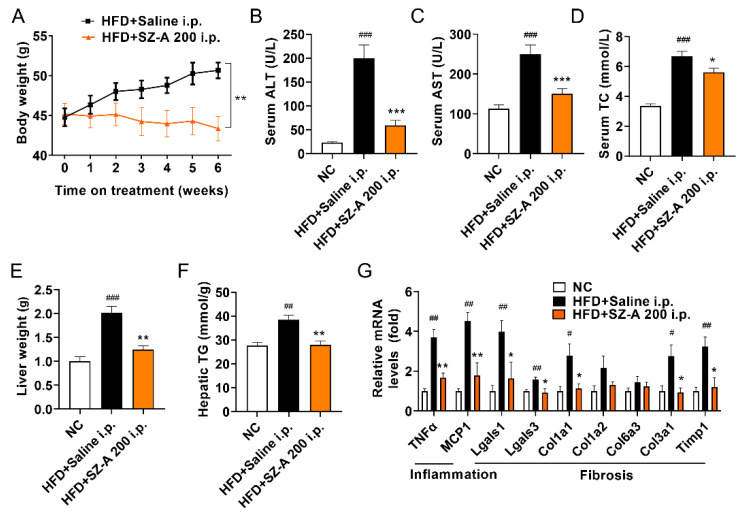
Intraperitoneal administration of SZ-A exerts a protective effect. (**A**) Bodyweight of HFD mice with intraperitoneal administration (i.p.) of saline and SZ-A (200 mg/kg) (*n* = 10/group). Effects of SZ-A on serum levels of ALT (**B**), AST (**C**), and CHO (**D**) are shown. Liver weight (**E**) and hepatic triglyceride levels (**F**) of mice are shown. (**G**) Relative mRNA expression of genes involved in inflammation and fibrosis in livers. Data are represented as mean ± SEM. # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001 compared with the NC group (i.p.), and * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 compared with the HFD group (i.p.). NC, normal control; HFD, high-fat diet; SZ-A, *Ramulus Mori* (Sangzhi) alkaloids; ALT, alanine aminotransferase; AST, aspartate aminotransferase; TC, total cholesterol; TG, triglyceride; TNFα, tumor necrosis factor alpha; MCP1, monocyte chemoattractant protein-1; Lgalsl1, lectin, galactoside-binding, soluble, 1; Lgalsl3, lectin, galactoside-binding, soluble, 3; Col1a1, collagen type I alpha 1 chain, Col1a2, collagen type I alpha 2 chain, Col3a1, collagen type III alpha 1 chain; Col6a3, collagen type VI alpha 3 chain; Timp1, tissue inhibitors of metalloproteinase-1.

**Figure 5:**
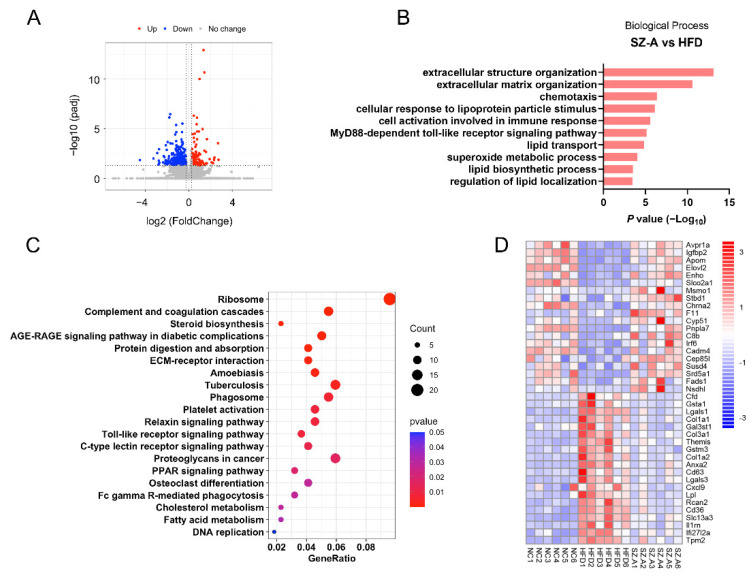
Gene expression signatures of SZ-A-treated mice. (**A**) Volcano plot of the differentially expressed genes (Padj < 0.05, fold change > 1.2) in livers of HFD control and SZ-A group (*n* = 6 per group). Red and blue represent high and low expression of genes in the SZ-A group, respectively. (**B**) GO analysis of biological processes related to NAFLD of differentially expressed genes. (**C**) The 20 highest-ranking terms from KEGG analysis of all differentially expressed genes (Padj < 0.05, fold change > 1.2) are shown. (**D**) Heatmap of the top 20 upregulated and downregulated genes is shown (Padj < 0.05). NC, normal control; HFD, high-fat diet; SZ-A, *Ramulus Mori* (Sangzhi) alkaloids.

**Figure 6:**
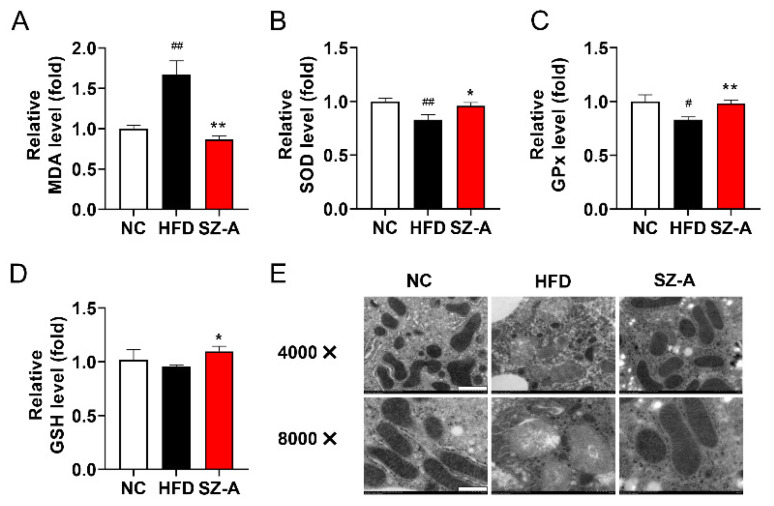
Effect of SZ-A on HFD-induced oxidative stress and mitochondrial damage. (**A**–**D**) Effects of SZ-A on liver MDA levels, SOD activity, GSH levels, and GPx activity (*n* = 6/group). (**E**) TEM analysis of mitochondrial structure in 4000× (scale bar 1 μm) and 8000× (scale bar 0.5 μm) magnifications (*n* = 3/group). Data are represented as mean ± SEM. # *p* < 0.05, ## *p* < 0.01 compared with the NC mice (i.g.), and * *p* < 0.05, ** *p* < 0.01 compared with the HFD mice (i.g.). NC, normal control; HFD, high-fat diet; SZ-A, *Ramulus Mori* (Sangzhi) alkaloids; MDA, malondialdehyde; SOD, superoxide dismutase; GSH, glutathione; GPx, glutathione peroxidase.

**Figure 7:**
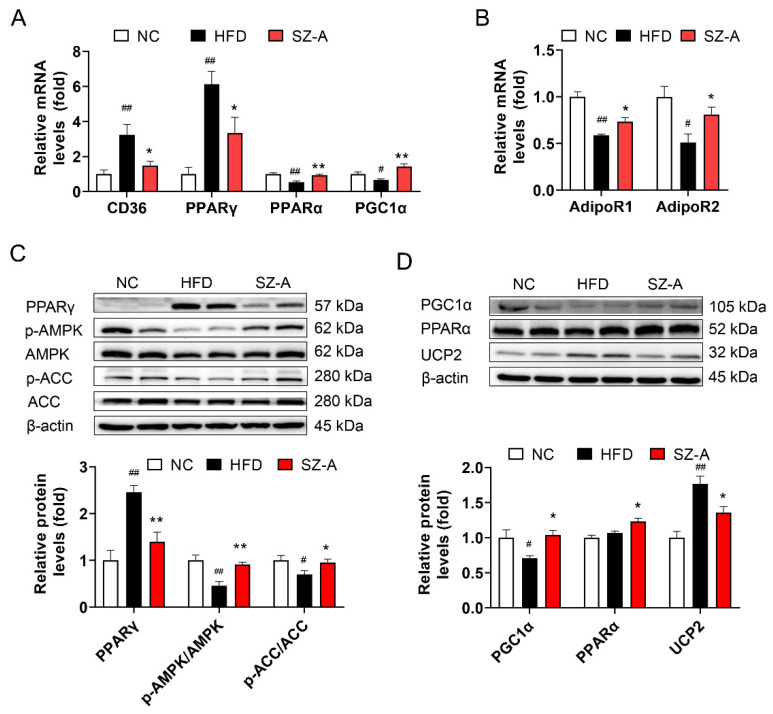
SZ-A regulates lipid metabolism and oxidative stress. (**A**,**B**) Relative mRNA expression levels of genes, including CD36, PPARγ, PPARα, PGC1α, AdipoR1, and AdipoR2. (**C**,**D**) Hepatic PPARγ, p-AMPK, p-ACC, PGC1α, PPARα, and UCP2 protein expression were detected by Western blot with specific antibodies. Data are represented as mean ± SEM (*n* = 6/group). # *p* < 0.05, ## *p* < 0.01 compared with the NC mice (i.g.), and * *p* < 0.05, ** *p* < 0.01 compared with the HFD mice (i.g.). NC, normal control; HFD, high-fat diet; SZ-A, *Ramulus Mori* (Sangzhi) alkaloids; AMPK, AMP-activated protein kinase; ACC, acetyl-CoA carboxylase; p-AMPK, phospho-AMP-activated protein kinase; p-ACC, phospho-acetyl-CoA carboxylase; PPARγ, peroxisome proliferator– activated receptor γ; PPARα, proliferator-activated receptor-α; PGC1α, peroxisome proliferator-activated receptor-γ co-activator 1α; UCP2, uncoupling protein 2.

**Figure 8:**
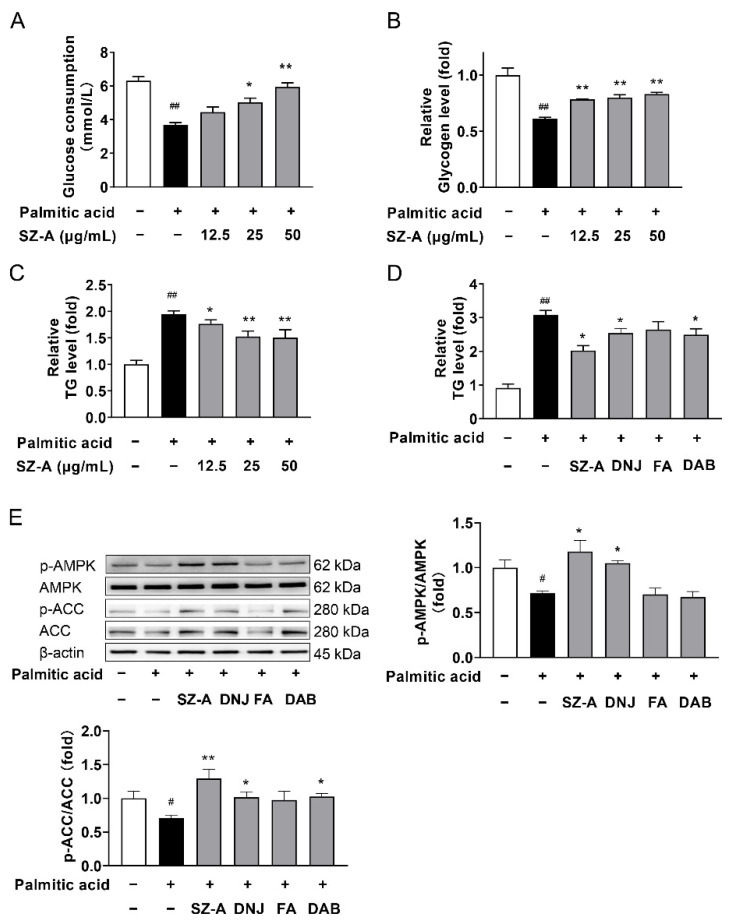
SZ-A regulates the AMPK signaling pathway in HepG2 cells. HepG2 cells were treated with PA (0.125 mmol/L) and/or SZ-A (12.5, 25, or 50 μg/mL), DNJ (40 μg/mL), FA (10 μg/mL), and DAB (10 μg/mL) for 24 h. Glucose consumption (**A**) and glycogen content (**B**) of each group was measured. (**C**,**D**) Levels of TGs in primary hepatocytes in the indicated groups. (**E**) Protein expression levels of p-AMPK, AMPK, p-ACC, ACC, and β-actin in HepG2 cells were analyzed by Western blot. β-Actin was used as an internal reference. Data are shown as the mean ± SEM (*n* = 4/group). # *p* < 0.05, ## *p* < 0.01 compared with cells treated with medium only, and * *p* < 0.05, ** *p* < 0.01 vs. cells treated with PA. TG, triglyceride; SZ-A, *Ramulus Mori* (Sangzhi) alkaloids; DNJ, 1-deoxynojirimycin; DAB, 1,4-dideoxy-1,4-imino-D-arabinitol; FA, fagomine; BSA, bovine serum albumin; PA, palmitic acid; AMPK, AMP-activated protein kinase; ACC, acetyl-CoA carboxylase; p-AMPK, phospho-AMP-activated protein kinase; p-ACC, phospho-acetyl-CoA carboxylase.

**Figure 9:**
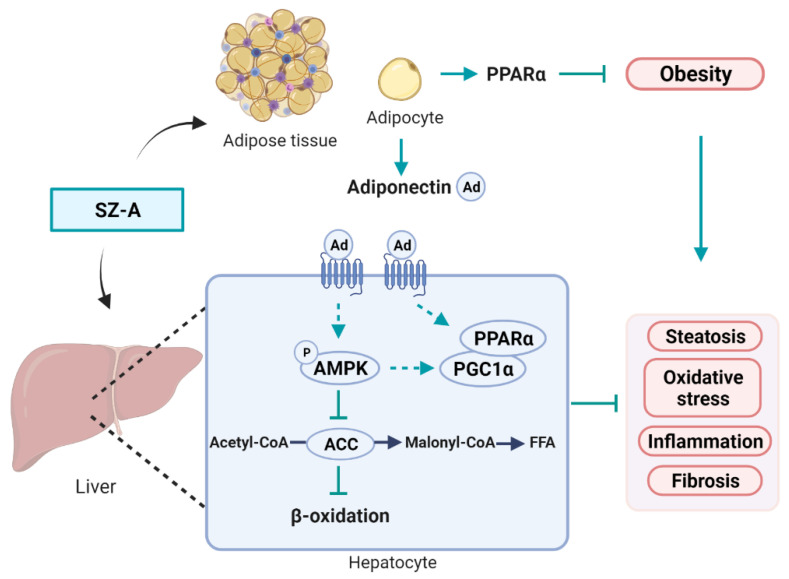
Graphic illustration of the mechanism underlying the SZ-A-mediated improvement of HFD-induced obesity and NAFLD. SZ-A is distributed in the liver and adipose tissue after intragastrical and intraperitoneal administration. SZ-A protects mice from HFD-induced obesity without affecting food consumption. The weight-loss effect contributes partly to the protective effect on NAFLD. Besides, SZ-A may also have direct effects on hepatocytes. AMPK and PPAR signaling pathways are involved in the protective effect. SZ-A, *Ramulus Mori* (Sangzhi) alkaloids; Ad, adiponectin; AMPK, AMP-activated protein kinase; ACC, acetyl-CoA carboxylase; PGC1α, peroxisome proliferator-activated receptor-γ co-activator 1α; PPARα, proliferator-activated receptor-α; FFA, free fatty acid. Dashed lines indicate indirect effect. Created in BioRender.com, accessed on 4 April 2022.

## Data Availability

RNA sequencing data have been submitted to the Gene Expression Omnibus (GEO) under accession number (GSE199105).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox11050905/s1, Table S1: Primers for RT-PCR. Figure S1: The major alkaloids in SZ-A determined using HPLC-MS. Miglitol is the internal standard.

# Supplementary material for: Ramulus Mori (Sangzhi) Alkaloids Alleviate High-Fat Diet-Induced Obesity and Nonalcoholic Fatty Liver Disease in Mice
**Source:** Antioxidants (Basel). 2022 May 5;11(5):905. doi: 10.3390/antiox11050905
**Supplement:** Supplementary file 1

# Ramulus Mori (Sangzhi) alkaloids (SZ-A) alleviate high-fat diet-induced obesity and nonalcoholic fatty liver disease in mice

## SUPPLEMENTARY FIGURES

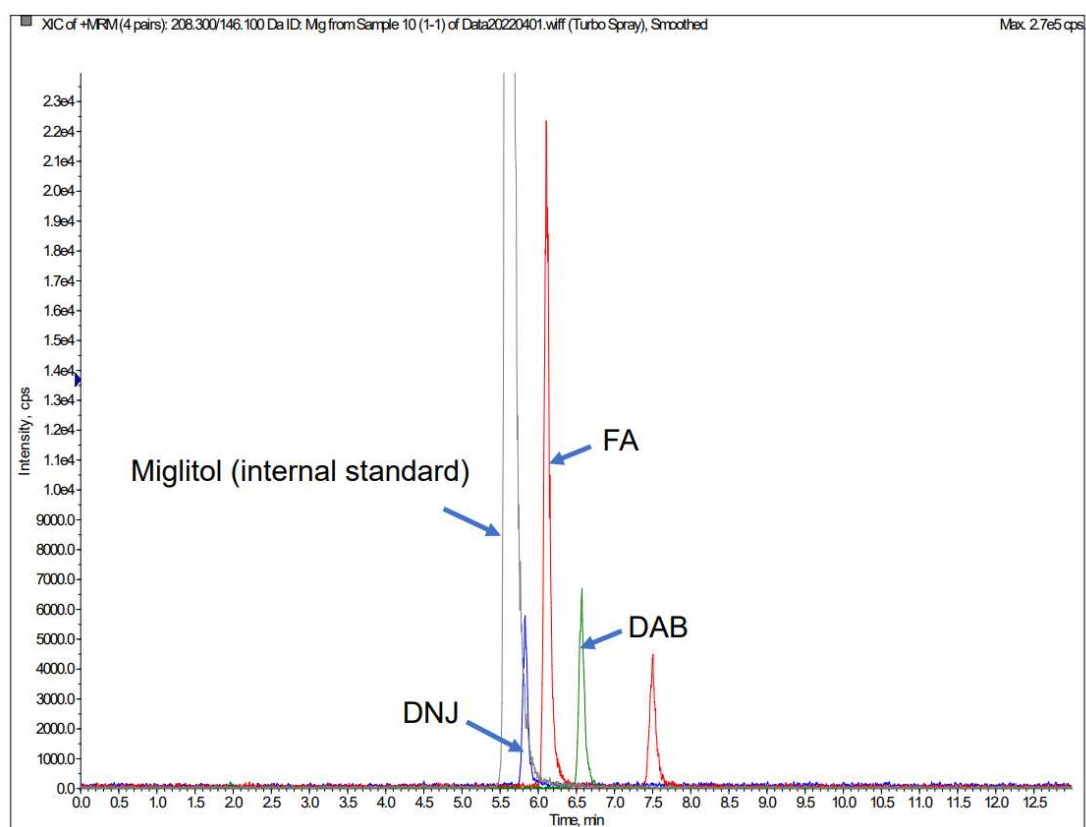

**Figure S1.** The major alkaloids in SZ-A determined using HPLC-MS. Miglitol is the internal standard.

How the deposited data were processed for this re-analysis (not part of the article)

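The data are RNA-seq values of liver from 18 male C57BL/6J mice, 6 each of normal control (NC), HFD control (HFD) and SZ-A-treated HFD mice (SZ-A). Groups and replicate numbers were taken from the sample titles and the paper. The mouse NC6 has a diet label of high-fat diet that contradicts its title, and was kept in NC. Treatment lasted 6 weeks in the paper and 8 weeks in the deposited description, and the paper's value was used.

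The authors isolated total RNA, selected poly-A RNA, sequenced paired-end reads on an Illumina NovaSeq and aligned them to GRCm38 with HISAT2. The authors deposited 1 table of FPKM for the annotated genes, with gene length, position and biotype. The tools that counted fragments and made the FPKM are not named in the paper's text. The authors tested differential expression with DESeq2 and then ran GO and KEGG enrichment. The DESeq2 test was not repeated. The deposited unit is FPKM, and whole fragments worked back from it were tested with voom instead, as an alternative. The term lists were not used here. The table's values of all 18 mice were used.

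FPKM times gene length came out as whole multiples of a single step per mouse for 100% of the values above 0, within a tolerance of 0.05 of a fragment. The fragments on genes worked back in this way totalled 17163191 to 20493907 per mouse. The library size behind the authors' FPKM was that total times a factor of 0.9325 to 1.1414 (geometric mean 1.028). The factor was 0.9325 to 1.0248 in NC, 0.9983 to 1.1414 in HFD and 0.9718 to 1.0468 in SZ-A mice. The whole fragments carry counting error, which is part of the spread between mice and was not separated from it, except by the voom alternatives, which weight each value by its fragments. The 10 genes with most fragments took 14.1% to 20.1% of the fragments of a mouse, and mitochondrial genes 3.14% to 4.87%. No pair of mice of a group was a duplicate.

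Differential expression was tested in R 4.3.3 with limma 3.58.1 on log2(FPKM + 0.1), with lmFit and eBayes with an intensity trend, for the 10216 genes with a mean FPKM of at least 1 over the 18 mice. Each comparison (SZ-A against HFD, HFD against NC, SZ-A against NC) was fitted on its own 2 groups without covariates. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.2. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and with fry and with an estimated correlation as alternatives, and p-values were adjusted over the 12 lists for processes the paper names and, separately, over 11 lists of cell types, tissues and clock genes. The lists were written by hand and are not the term lists of GO or KEGG. The 12 stand for processes the paper names, among them those it found enriched in these same mice. Fixing them before the data were examined does not make them independent of the paper's results. The 12 lists are extracellular matrix, chemotaxis, macrophage and Toll-like receptor, superoxide, antioxidant enzymes, ribosomal proteins, complement and coagulation, sterol biosynthesis, fatty acid synthesis, fatty acid oxidation, PPAR targets and lipid transport. The 11 are hepatocyte, Kupffer cell, stellate cell, endothelial cell, cholangiocyte, T cell, B cell, adipocyte, red blood cell, pancreas acinar and circadian genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

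The grouping of samples, the tests of called genes, of the 12 and the 11 lists and of the reversal, the lists themselves, the rule for naming genes and the alternatives listed next were chosen before the data were examined. Further tests that were chosen after a result was seen are named at the top of each part that reports them. These alternatives were pseudocounts of 1 and 0.01, no filter on low values, a mean FPKM of at least 5, FPKM rescaled to a common sum per mouse as for TPM, median-ratio scaling, all 18 samples in one fit, eBayes without trend, sample weights, a replicate block, each mouse left out in turn, an adjusted p with no fold change or with a fold change over 2, an estimated correlation or fry for the lists, and disjoint parts of the HFD group for the reversal. Chosen after the data had been seen were voom on the fragments with median-ratio library sizes, voom with plain library totals, eBayes with the robust option, and unadjusted p-values under 0.05 and under 0.01 with a fold change over 1.2. For the cell lists, all alternatives were added after the data had been seen. All alternatives that were run are reported.

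The genes named are those of section 3.5 and Figure 5D, the genes measured by RT-PCR with Ucp2, the 5 called genes with the smallest adjusted p in each direction for SZ-A against HFD and for HFD against NC, and up to 3 members of each list with the largest change. Psmd9, Gm45044, Dbp, Per3, Arntl, Adipoq and Plin1 fall outside this rule and were chosen after their values were seen. Some genes that the rule covers are not reported here.

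The statistics were tested on simulated FPKM with 6 mice per group, at the depths of the real mice. Means and spread came from the HFD mice for every group, and genes were drawn independently. The shares called can therefore differ from those in the real mice. For a fold change of 1.5, 57.6% of 66 genes were called, for 2, 89.4% of 66, and for 4, 98.4% of 64, while 11 of 10288 unchanged genes were called. A list of 30 genes shifted by -0.5 on the log2 scale had a median of -0.47 and an adjusted p of 1.91e-07 by camera. Of the other lists, 0 of 11 passed. Simulated genes were not correlated, so this cannot test the preset correlation of camera. Other splits of the real SZ-A and HFD mice passed a median of 4 lists. For each count of called genes or lists, 100 of the 462 splits of the 12 mice into 2 groups of 6 were drawn, the real split included.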

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

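The tests of the deposited diet label of NC6, of the exchange of HFD5 and SZ-A2 and of the clock genes were chosen only after the result was seen. In each group of 6 mice, a mouse was singled out when its gap to the nearest other mouse was a larger part of the group's range than Dixon's test allows at the 0.05 level. Of 324 groups of values, 32 had such a mouse, where 16.2 would be singled out by chance, and the values are not independent of each other.

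Among NC mice, NC5 stood apart in FPKM of Cd68 (2.80), Col3a1 (0.371), Elovl2 (182.2), Ppara (13.1) and Stbd1 (27.9), and had the lowest mean correlation with its own group (0.951). NC1 stood apart in Ildr2 (4.89), Mmp2 (1.10) and Vim (6.50) and in the pancreas acinar list (-1.05, on 1 tested gene). NC4 had the most fragments on genes (20493907). The FPKM are scaled to depth, and no biological explanation of single NC mice was tested. The number of genes called between HFD and NC was 2145 without NC5 and 1894 without NC1, against 2062 with all mice.

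Among HFD mice, HFD4 stood apart in Adipoq (0.401) and Plin1 (0.0757), both low in every mouse. HFD5 stood apart in Ppara (39.6) and in its correlation with its own group (0.967), HFD2 in Rps27 (84.3) and HFD6 in Tpm2 (4.26). Among SZ-A mice, SZ-A2 stood apart in Apom (125), Cd36 (78.1), Enho (9.29) and Plin1 (0.0108). SZ-A1 stood apart in Rpl22l1 (10.4) and Ucp2 (4.99), SZ-A4 in Adipor1 (24.1) and Slc13a3 (1.89) and SZ-A6 in Mmp2 (0.736).

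SZ-A5 stood apart in Cyp2b9 (1.01), Dbp (7.22), Gm8941 (5.35) and Per3 (0.220), in the circadian list (-0.54) and in the macrophage and Toll-like receptor list (0.36). Cyp2b9 and Gm8941 have similar copies in the genome, which leaves open how their fragments were assigned. Dbp and Arntl moved against each other between mice, each relative to its group mean (Pearson r = -0.75, Spearman rho = -0.69, permutation p = 1e-05, the smallest that 1e+05 permutations can give), and r was -0.66 without NC5 and SZ-A5. A candidate explanation of the low Dbp and Per3 in SZ-A5 is collection at another time of day. The paper's text does not give the hour of collection, so this was not tested by itself.

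The number of genes called between SZ-A and HFD, 15 with all mice, moved with many of the single mice. It was 45 without HFD5, 49 without SZ-A2 and 31 without SZ-A5, and it was 2 without HFD4 or without SZ-A6, 3 without HFD2 or without SZ-A4, 4 without HFD1 or without SZ-A3 and 6 without SZ-A1. Of 100 splits of the 12 mice, 2 gave as many genes, the real one included, and the other split, which exchanged HFD5 and SZ-A2, gave 100. Leaving out HFD5 and SZ-A2 and using the 836 genes with an unadjusted p under 0.01 between the others, HFD5 lay at 0.49 and SZ-A2 at 0.40 on a scale from the other HFD mice (0) to the other SZ-A mice (1). These were the positions nearest their own group. With each mouse left out together with each mouse of the other group in turn, HFD5 lay between 0.49 and 0.56 and SZ-A2 between 0.28 and 0.40. In the same test HFD3 lay between 0.31 and 0.41, HFD6 between 0.32 and 0.41 and SZ-A5 between 0.48 and 0.60. The other HFD mice lay from -0.21 to 0.13 and the other SZ-A mice at 0.74 or above. SZ-A2 thus lay among or below HFD3 and HFD6, and HFD5 within the range of SZ-A5. Mislabelling cannot be told apart from variation between mice, since several mice of both groups lay in between, and the labels were kept. A difference in response among mice stays open and was not tested.

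NC6, which has a high-fat diet among its deposited labels, lay at 0.25 on a scale from the other NC mice (0) to the HFD mice (1). The other NC mice lay from -0.18 to 0.13, the HFD mice from 0.82 to 1.10 and the SZ-A mice from 0.57 to 0.85. The limit for this test was set after the value had been seen, midway between the highest other NC and the lowest HFD mouse, and a first limit left the test undecided. NC6 lay above every other NC mouse and far below every HFD mouse, which argues against a mouse on the high-fat diet.

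The paper does not report the genes between HFD and NC, where 2062 were called, or between SZ-A and NC, where 981 were. Of 100 splits of the 12 mice, 1, the real one, gave as many genes for HFD and NC (the other splits gave at most 12), and likewise 1 for SZ-A and NC (at most 25). How many were higher between HFD and NC depended on the scaling. With FPKM rescaled to a common sum, 2793 genes were called between HFD and NC, 87.1% of them higher against 53.0%, and 1417 of them were among the 2062. The authors' scaling therefore stays open for the direction of the changes between HFD and NC. Between SZ-A and NC the same rescaling gave 807 genes, 54.5% of them higher against 55.2%, and voom with plain library totals, chosen after the data had been seen, gave 1044, of which 65.1% were higher. The diet, and for SZ-A the treatment, stay as explanations named by the design. Outside Figure 5D, 7 genes were called between SZ-A and HFD. Pcyt2, Psmd9 and Gm45044 were higher with SZ-A and Arsb, Plekho2, Mogat1 and Cd68 were lower. They are too few to weigh apart from the 15, whose count moved with single mice as given above.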

How the results depend on the processing

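No test of a cause was run here, so no test was chosen after the result was seen. The cause was not tested for any change below except where the construction of the alternative shows it.

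Between SZ-A and HFD, 15 genes were called. The number was 15 with a pseudocount of 1 or 0.01, with median-ratio scaling and with no fold change limit, 11 without the eBayes trend and 14 with the robust option. It was 0 with no filter on low values, where more genes are tested, 26 with a mean FPKM of at least 5 (11 of them among the 15), 35 with all 18 samples in one fit and 233 with sample weights (108 higher and 125 lower). With FPKM rescaled to a common sum it was 195, of which 5.6% were higher against 53.3% of the 15, and this rescaling moved the median of all genes to -0.16. It was 7 with a fold change over 2, a stricter limit by construction. Of the settings chosen after the data had been seen, voom gave 28, voom with plain library totals 68 (17.6% higher), an unadjusted p under 0.05 gave 922 and an unadjusted p under 0.01 gave 437. Across the 12 fits that each left out one mouse it ranged from 2 (HFD4 or SZ-A6) to 49 (SZ-A2), with 45 without HFD5 and 31 without SZ-A5.

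Equal replicate numbers did not pair the mice. The correlation of same-numbered mice ranged from -0.07 to 0.29 for SZ-A and HFD, with 1 of 6 pairs over 0.1. With the replicate number as a block, 0 genes were called between SZ-A and HFD, where 1515 had an unadjusted p under 0.05 without the block, 1647 between HFD and NC and 922 between SZ-A and NC, 0 of the Figure 5D genes, 7 lists between SZ-A and HFD and 9 between HFD and NC, and 5 and 3 cell lists. The lists that did not pass with the block were antioxidant enzymes (-0.0765), fatty acid oxidation (0.10) and fatty acid synthesis (0.20).

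Between HFD and NC, 2062 genes were called, 1271 with a mean FPKM of at least 5, where fewer genes are tested, and 371 with a fold change over 2. Rescaling to a common sum gave 2793, of which 87.1% were higher against 53.0%, and voom with plain totals 2419, of which 83.1% were higher. Without single mice the number ranged from 1646 to 2145. Between SZ-A and NC, 981 were called, 564 with no filter, 1682 with sample weights, 205 with a fold change over 2 and 2064 at an unadjusted p under 0.05. Without single mice it ranged from 601 (SZ-A3) to 1179 (SZ-A5), with 629 without SZ-A6.

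Of the Figure 5D genes, 8 were called, 0 with no filter, 17 with FPKM rescaled to a common sum, 14 with all 18 samples in one fit, 31 with sample weights, 14 by voom with plain totals, 40 at an unadjusted p under 0.05 and 37 at an unadjusted p under 0.01. The fits that left out one mouse gave from 2 (HFD4 or SZ-A6) to 15 (SZ-A2). All 40 had an unadjusted p under 0.05 in the fit that called 8.

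Of the 12 lists, 10 passed between SZ-A and HFD, 6 with a mean FPKM of at least 5, 4 under fry and 0 with the correlation estimated from the data. At that estimate the lists kept their medians, since the test alone differs, and did not pass: extracellular matrix (-0.58), chemotaxis (-0.38), macrophage (-0.25), superoxide (-0.27), antioxidant (-0.0765), complement (0.17), ribosomal (0.24), sterol (0.63), fatty acid oxidation (0.10) and synthesis (0.20). Under fry the superoxide (-0.27), antioxidant (-0.0765), complement (0.17), sterol (0.63), oxidation (0.10) and synthesis (0.20) lists did not pass. With a mean FPKM of at least 5, superoxide turned to 0.0346 and PPAR targets to 0.0346, and antioxidant (-0.00210), oxidation (0.10) and synthesis (0.20) did not pass. With FPKM rescaled to a common sum, complement turned to -0.00744, oxidation to -0.0773 and lipid transport to -0.0634. PPAR targets turned to 0.000208 with no filter and 0.00127 with sample weights. The antioxidant list did not pass with all 18 samples in one fit (-0.0765) or by voom (-0.0735). By voom with plain totals oxidation turned to -0.0119 and lipid transport passed at 0.00143. Without single mice, the medians ranged from -0.0706 (SZ-A6) to 0.0534 (HFD4) for PPAR targets, -0.0886 (SZ-A3) to -0.0417 (HFD5) for antioxidant, 0.0510 (HFD6) to 0.13 (HFD4) for oxidation and 0.12 (SZ-A4) to 0.29 (SZ-A5) for synthesis.

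Between HFD and NC, 9 lists passed and 0 with the estimated correlation. Lipid transport turned to -0.0808 with a mean FPKM of at least 5 and -0.0727 with sample weights, and ranged from -0.0722 (NC1) to 0.0575 (NC2) without single mice. Oxidation turned to 0.0317 with FPKM rescaled to a common sum.

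Of the cell lists, 6 passed between SZ-A and HFD, 3 with no filter, 3 with a mean FPKM of at least 5, 0 with the estimated correlation and 2 (HFD4 or SZ-A4) to 7 (SZ-A3) without single mice. With no filter, where more genes of a list are tested, the B cell list turned to -0.0651 and the cholangiocyte list to 0.23. The circadian list turned to -0.00641 with FPKM rescaled to a common sum, and the Kupffer list ranged from -0.0813 (HFD1) to 0.0301 (HFD2). Between HFD and NC, 3 passed, 1 with FPKM rescaled to a common sum, 0 with the estimated correlation and 5 under fry. The B cell list turned to 0.0430 and the cholangiocyte list to -0.11 with no filter, and the latter to -0.00874 with the rescaled FPKM.

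Ppara between SZ-A and HFD turned to 0.0555 with sample weights and ranged from -0.0911 (HFD5) to 0.10 (SZ-A5) without single mice. Adipor1 turned to -0.14 with FPKM rescaled to a common sum and -0.0714 by voom with plain totals, and Adipor2 ranged from -0.18 (HFD1) to 0.00145 (HFD5). Ppara between HFD and NC turned to -0.0264 with sample weights and ranged from -0.0836 (NC5) to 0.37 (NC3). Of the other values of single genes under the alternatives set at the start, 142 were weaker and 70 stronger, and 1857 kept their direction and their side of the threshold. Under the added ones 4 were weaker, 13 stronger and 270 kept both.

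The share of changes between HFD and NC that SZ-A opposed, 84.8%, ranged from 80.6% (without SZ-A5) to 91.0% (FPKM rescaled to a common sum) and was 76.1% with disjoint parts of the HFD group. Depth is similar in the 3 groups and the values are scaled to it. In simulated data at these depths, with the spread of the HFD mice in every group, 57.6% of genes with a fold change of 1.5 were called. Changes of that size or smaller can be missed, and larger ones where the mice spread more widely.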

Differences from the paper's values

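No test of a cause was run for these differences, so no test was chosen after the result was seen.

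The paper reports 436 genes between SZ-A and HFD, 174 higher and 262 lower. With limma on the deposited FPKM at the paper's thresholds, 15 genes were called, 8 higher and 7 lower. For the total and for the higher genes, none of the alternatives set before the data were examined came within 1.5 times the paper's numbers. For the lower genes, 1 did: FPKM rescaled to a common sum per mouse gave 184 lower genes, with 195 in all and 11 higher. Sample weights gave 233 genes, 108 higher and 125 lower, which stayed outside that range. An unadjusted p under 0.01 with a fold change over 1.2, which was chosen after seeing the values, gave 437 genes, 219 higher and 218 lower. These lie within 1.5 times the paper's numbers, but their split is near even where the paper has more lower genes. An unadjusted p is not the method the paper describes, which adjusts p-values. An unadjusted p under 0.05, also chosen after seeing the values, gave 922. The paper's DESeq2 test was not repeated. The deposited unit is FPKM, and the whole fragments worked back from it were tested with voom, chosen after seeing the values, which gave 28 genes, or 68 with plain library totals.

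The paper shows 40 genes in Figure 5D as changed by SZ-A, and 8 of them were called. With sample weights, 31 were called. The 23 added by sample weights were Elovl2, Enho, Slco2a1, Stbd1, Chrna2, F11, Cyp51, C8b, Cadm4, Cep85l, Susd4, Cfd, Col1a1, Col3a1, Gstm3, Col1a2, Anxa2, Lgals3, Cxcl9, Lpl, Slc13a3, Il1rn and Ifi27l2a. Other settings called some of these. A mean FPKM of at least 5 called Elovl2, Enho and F11. FPKM rescaled to a common sum called Elovl2, Enho, Cfd, Col3a1, Gstm3, Lgals3, Cxcl9, Lpl and Slc13a3. All 18 samples in one fit called Elovl2, Enho, Slco2a1, F11, Cadm4 and Gstm3. Leaving out SZ-A2 called Elovl2, Enho, C8b, Cfd, Gstm3, Cxcl9 and Lpl, leaving out HFD5 called Col1a1, Col3a1 and Col1a2, leaving out SZ-A5 called Elovl2 and F11, leaving out SZ-A1 called Elovl2 and leaving out HFD3 called F11. Of the settings chosen after seeing the values, voom called Elovl2, Slco2a1 and F11, and voom with plain library totals called Elovl2, Enho, Slco2a1, Cxcl9, Lpl and Slc13a3. Msmo1, Fads1, Nsdhl, Gsta1, Gal3st1, Themis, Cd63 and Tpm2 were among those called under none of the settings with an adjusted p. An unadjusted p under 0.05 called 40 and an unadjusted p under 0.01 called 37, both chosen after seeing the values. The paper states lower Cxcl9, Ifi27l2a, Col1a1, Col3a1 and Col1a2 with SZ-A. All 5 were lower here and not called, with adjusted p by limma from 0.0880 for Cxcl9 to 0.141 for Ifi27l2a. By RT-PCR the paper also reports lower Col1a1, Col1a2 and Col3a1 with SZ-A, and lower Col1a1 and Col3a1 when it was given intraperitoneally.

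By RT-PCR or western blot the paper shows higher Ppara, Ppargc1a, AdipoR1 and AdipoR2 in the liver with SZ-A. In the sequenced mice the log2 fold change was -0.02 for Ppara (adjusted p = 0.974 by limma), -0.15 for Ppargc1a (0.823), 0.04 for Adipor1 (0.799) and -0.09 for Adipor2 (0.781), with 3, 2, 3 and 1 of 6 SZ-A mice above the HFD mean. Ppara turned to 0.06 with sample weights and to 0.10 without SZ-A5. Whether these are the same mice as those measured by RT-PCR is not stated in the text.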

Other observations

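The tests of cell composition, of adipose tissue, of the clock genes and of the scaling of lists were chosen only after the result was seen. The ribosomal, extracellular matrix and sterol lists were singled out for tests of length and scaling after their medians were seen.

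Of 100 splits of the 12 SZ-A and HFD mice, the real one included, 2 gave as many of the 12 lists past the threshold by camera as the 10 observed. The other splits had a median of 4 lists, so camera at its preset correlation passed several lists in groupings unrelated to the treatment. Under fry the other splits gave at most 3, against 4. For the Figure 5D genes called, 2 of the 100 gave as many. For the genes called with sample weights, 2 gave as many, and the other of these gave 521. For the share of opposed changes, 2 gave as large a share, and the other splits had a median of 70.7% and reached 85.4%. For the cell lists 3 gave as many by camera, and under fry the other splits reached 5, against 4. Between HFD and NC, 3 of 100 splits gave as many of the 12 lists as the 9 observed, and 33 gave as many cell lists as the 3 observed, so by camera the number of cell lists there is what grouping at random gives. Under fry it was not, since the other splits gave at most 3 cell lists, against 5. For the 12 lists under fry they gave at most 4, against 8. In simulated groups that shared the HFD mice, 0 of 100 gave a share of opposed changes as large.

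The ribosomal protein list was higher, the extracellular matrix list lower and the sterol list higher with SZ-A. Of 10000 lists matched on gene length and expression, 0.01% had a median as far from 0 as each of them, the smallest share this number can give. For the ribosomal list the matched lists had a median of 0.10, so part of its 0.24 goes with short, abundant genes. One scaling factor per mouse moves every gene alike. Relative to the median of all tested genes, the ribosomal list rose by 0.23 (exact two-sided permutation p = 0.0130 over 924 labelings, higher in 6 of 6 SZ-A mice), the extracellular matrix list fell by 0.62 (p = 0.0108, exact, higher in 0 of 6) and the sterol list rose by 0.71 (p = 0.0325, exact, higher in 5 of 6) on the log2 scale. This argues against the authors' scaling as the whole cause of the 3 changes relative to other genes. Their size by itself depends on the scaling. With FPKM rescaled to a common sum, which moved the median of all genes to -0.16, the medians were 0.0581, -0.78 and 0.47. The sharing of reads with pseudogenes stays open for the ribosomal genes. An effect of SZ-A may account for these lists and remains a hypothesis, since 0 lists passed with the correlation estimated from the data.

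A lower share of all cells other than hepatocytes could lower the extracellular matrix and macrophage lists together. Relative to the Kupffer list, the extracellular matrix list fell by 0.61 and the macrophage list fell by 0.35 on the log2 scale (exact two-sided permutation p = 0.136 each over 924 labelings). Cell share and expression per cell cannot be told apart for these lists, since the Kupffer list rests on 10 genes and varied between mice. Between SZ-A and HFD the median log2 fold change was 0.27 for hepatocyte, -0.67 for adipocyte, -0.08 for endothelial, -0.20 for stellate, 0.69 for red blood cell and 0.68 for pancreas acinar genes (1 gene tested), each past an adjusted p of 0.05 by camera over 11 lists. It was -0.03 for Kupffer, -0.27 for cholangiocyte, 0.91 for B cell (2 genes), -0.63 for T cell (2 genes) and 0.16 for circadian genes, which did not pass. The circadian list passed without SZ-A5 (0.38), and the B cell list without SZ-A3 (1.09). Between HFD and NC the circadian (0.64), hepatocyte (-0.32) and stellate (0.37) lists passed. The adipocyte (0.59), endothelial (0.14), Kupffer (0.27), cholangiocyte (0.45), B cell (-0.53), T cell (1.65), red blood cell (-0.34) and pancreas acinar (0.44) lists did not.

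Cfd, a gene abundant in adipose tissue, was lower with SZ-A. Adipose tissue attached to the liver pieces would bring Adipoq as well, whose highest value among HFD mice was 0.401 FPKM, against a mean of 52.4 FPKM of Cfd in HFD mice. This argues against adipose tissue as the source.

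Among the 12 lists between HFD and NC, 9 passed by camera, 8 by fry and 0 with the estimated correlation. The medians were 0.82 for extracellular matrix, 0.74 for chemotaxis, 0.58 for macrophage, 0.47 for superoxide, 0.16 for antioxidant, 0.08 for complement, -0.16 for fatty acid oxidation, -0.33 for ribosomal and -0.25 for sterol genes, which passed, and -0.27 for fatty acid synthesis, -0.20 for PPAR targets and 0.00411 for lipid transport, which did not. Among the called genes with the smallest adjusted p between HFD and NC were Cyp2b9 (log2 fold change 7.87), Gm8941 (3.38), 1190002N15Rik (0.88) and Ildr2 (1.78), which rose, and Igfbp2 (-1.71), Elovl2 (-1.51), Cth (-1.74), Tmed5 (-0.97) and Hsd17b7 (-1.23), which fell. Cth and Tmed5 stayed near their HFD level with SZ-A. Cth was 435 FPKM in NC, 130 in HFD and 136 in SZ-A mice, and Tmed5 was 29.4, 14.9 and 15.2.

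Clock genes differed between HFD and NC. Dbp was 7.42 FPKM in NC and 24.8 in HFD mice (log2 fold change 2.17, adjusted p = 0.00991 by limma) and Per3 had a log2 fold change of 1.95 (adjusted p = 0.00241). Both were chosen after their values were seen. Between mice, relative to their group means, Dbp and Arntl had a Pearson r of -0.75. Collection at another time of day cannot be told apart from an effect of diet, since the mice of a group share their diet. The paper states an overnight fast before collection, and its text does not give the hour.

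Of the 21 genes the paper measured by RT-PCR, its internal standard Actb included, 17 were tested. Between SZ-A and HFD 16 of the 17 were lower with SZ-A, with Actb, Ppara, Ppargc1a and Adipor2 among them. In that comparison 11 passed when adjusted over the list alone and 3 over all genes (Cd36, Cd68 and Lgals1). Between HFD and NC 15 and 13 did, with Actb among both. Cd68 fell from 14.3 ± 1.82 FPKM in HFD to 9.20 ± 1.44 in SZ-A mice (SD, n = 6 each, adjusted p = 0.0451 by limma). Ucp2, which the paper measured by western blot and which is not among the 21, had a log2 fold change of -0.45 (adjusted p = 0.207). Pparg had one of -0.20 (adjusted p = 0.695). Below the filter, Col6a3 had 1.58 FPKM in HFD and 0.827 in SZ-A mice, Timp1 1.31 and 0.425, Tnf 0.234 and 0.147 and Mmp9 0.396 and 0.228. They were outside the main fit. With no filter on low values, 0 genes were called between SZ-A and HFD.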
